# Periosteal skeletal stem cells can migrate into the bone marrow and support hematopoiesis after injury

**DOI:** 10.7554/eLife.101714

**Published:** 2025-05-22

**Authors:** Tony Marchand, Kemi E Akinnola, Shoichiro Takeishi, Maria Maryanovich, Sandra Pinho, Julien Saint-Vanne, Alexander Birbrair, Thierry Lamy, Karin Tarte, Paul Frenette, Kira Gritsman

**Keywords:** periosteum, regeneration, niche, Mouse

## Abstract

Skeletal stem cells (SSCs) have been isolated from various tissues, including periosteum and bone marrow, where they exhibit key functions in bone biology and hematopoiesis, respectively. The role of periosteal SSCs (P-SSCs) in bone regeneration and healing has been extensively studied, but their ability to contribute to the bone marrow stroma is still under debate. In the present study, we characterized a mouse whole bone transplantation model that mimics the initial bone marrow necrosis and fatty infiltration seen after injury. Using this model and a lineage tracing approach, we observed the migration of P-SSCs into the bone marrow after transplantation. Once in the bone marrow, P-SSCs are phenotypically and functionally reprogrammed into bone marrow mesenchymal stem cells (BM-MSCs) that express high levels of hematopoietic stem cell niche factors such as Cxcl12 and Kitl. In addition, using ex vivo and in vivo approaches, we found that P-SSCs are more resistant to acute stress than BM-MSCs. These results highlight the plasticity of P-SSCs and their potential role in bone marrow regeneration after bone marrow injury.

## eLife digest

Bone marrow is the soft tissue inside the bones in our bodies. It is the main production facility for new blood cells and makes billions of blood cells daily. However, like any other tissue or organ, the bone marrow can be damaged, for example, by radiation, chemotherapy drugs, or physical injuries like broken bones.

Bone marrow mesenchymal stromal cells or BM-MSCs are a key component of the bone marrow and are responsible for regulating self-renewal, and for proliferation and differentiation of a group of blood-cell producing stem cells called hematopoietic stem cells or HSCs.

A type of skeletal stem cell, the periosteal skeletal stem cells or P-SSCs, are located in a part of the bone called the periosteum, a thin tissue surrounding long bones. These cells are known to help bones regenerate and heal following a fracture. They are thought to share functional similarities with BM-MSCs**.** However, it is unclear if P-SSCs also support the recovery of blood cell production after damage to the bone marrow.

To find out more, Marchand, Akkinola et al. used bone tissue derived from genetically engineered mice whose P-SSCs produced a fluorescent tag. Transplanting this bone tissue into otherwise healthy mice mimicked the changes usually seen in the bone marrow after an injury. Microscopy imaging of the transplanted bone at different stages revealed that P-SSCs migrated into the bone marrow after the transplantation injury.

Once in the bone marrow, the P-SSCs developed BM-MSC-like characteristics, producing proteins known to support HSPCs. In other words, P-SSCs effectively transformed into new BM-MSCs, to the extent that the transplanted bone marrow could begin producing blood cells again. Further genetic analysis of P-SSCs and BM-MSCs showed that genes involved in stress resistance were more active in the P-SSCs. This suggests that P-SSCs are better at responding to stress, which may be helpful immediately after an injury.

Marchand, Akkinola et al. have developed a new model to study how the bone marrow repairs itself after it is damaged. These findings may help contribute to a more detailed understanding of the mechanisms behind bone marrow regeneration, as well as treatments to improve recovery following injury.

## Introduction

Bone marrow mesenchymal stem cells (BM-MSCs) are rare self-renewing multipotent stromal cells which are capable of multilineage differentiation into osteoblasts, chondrocytes, and adipocytes (Caplan, 1991; Dominici et al., 2006; Frenette et al., 2013). BM-MSCs are mostly localized around the blood vessels and represent an important component of the hematopoietic stem cell (HSC) microenvironment, also referred to as the niche. BM-MSCs closely interact with HSCs and secrete factors, including the C-X-C motif chemokine ligand (CXCL12) and stem cell factor (SCF), that control their self-renewal, differentiation, and proliferation capacities (Kunisaki et al., 2013; Asada et al., 2017; Ding et al., 2012; Acar et al., 2015; Omatsu et al., 2010; Sugiyama et al., 2006). Several studies have used cell surface markers (CD51^+^, PDGFRα^+^, Sca-1^+^) or reporter mice (*Lepr*-cre, Nestin (*Nes*)-GFP, *Ng2*-cre) to describe distinct BM-MSC populations with significant overlap (Kunisaki et al., 2013; Asada et al., 2017; Ding et al., 2012; Méndez-Ferrer et al., 2010; Zhou et al., 2014; Pinho et al., 2013; Morikawa et al., 2009).

Recent studies have suggested that the periosteum, a thin layer of fibrous material that covers the surface of long bones, is a source of skeletal stem cells (SSCs) for bone regeneration (Chan et al., 2015; Duchamp de Lageneste et al., 2018; Debnath et al., 2018; Arnsdorf et al., 2009; Ortinau et al., 2019). These periosteum SSCs (P-SSCs) have been described as sharing some characteristics with BM-MSCs (Chan et al., 2015; Duchamp de Lageneste et al., 2018; Debnath et al., 2018). However, the relationship between these different stromal cell populations is poorly understood and the distinction between MSCs and SSCs remains controversial.

While the bone marrow is classically known as a major source of MSCs, the bone cortex represents a richer source of colony-forming units-fibroblasts (CFU-F) (Pinho et al., 2013; Mizoguchi et al., 2014; Blashki et al., 2016). It has been suggested that bone regeneration is mediated by both endochondral and intramembranous ossification and that the periosteum plays an important role in bone regeneration after injury (Duchamp de Lageneste et al., 2018; Debnath et al., 2018; Utvåg et al., 1996; Wang et al., 2017b; Shapiro, 2008). However, there is little information on the function of P-SSCs, aside from their crucial role in bone healing and remodeling, and whether they contribute to bone marrow regeneration.

In the present study, we developed and characterized a whole bone transplantation model to study bone marrow regeneration, in which an intact adult femur is transplanted subcutaneously into a recipient mouse (Picoli et al., 2023). Shortly after transplantation, bone marrow architecture in the transplanted femur, hereafter referred to as the graft, is severely altered with an expansion of adipocytes that mimics the fatty infiltration classically observed in the bone marrow after chemotherapy or radiation (Zhou et al., 2017). This initial destruction of the bone marrow microenvironment is followed by a progressive regeneration of blood vessels and the BM-MSCs network. The graft is progressively colonized by host-derived HSCs, allowing hematopoiesis to resume. Unexpectedly, we found that P-SSCs can migrate into the bone marrow and acquire BM-MSC niche functions, making them capable of supporting hematopoiesis through the in vivo expression of specific niche genes, such as *Cxcl12* and *Kitl*. In addition, we found that BM-MSCs and P-SSCs display different metabolic profiles, and that P-SSCs exhibit higher resistance to transplantation-induced stress. In conclusion, our study demonstrates the high plasticity of P-SSCs and highlights their potential contribution to bone marrow stroma regeneration after injury.

## Results

### The whole bone transplant model recapitulates physiological regeneration of the bone marrow

In order to study the mechanisms involved in bone marrow regeneration, we employed a model system based on the subcutaneous transplantation of an intact adult femur into non-conditioned age- and sex-matched recipient mice (Figure 1A). The bone transplantation is followed by a rapid and massive depletion of bone marrow cells in the engrafted femur with a cell viability reaching below 10% at 24 hr after transplantation (Figure 1—figure supplement 1A). Notably, bone marrow necrosis following bone transplantation is associated with the replacement of hematopoietic cells in the graft femur by marrow adipocytes, similar to the effects of chemotherapy or irradiation (Zhou et al., 2017; Yamazaki and Allen, 1991; Figure 1—figure supplement 1B). Following bone transplantation, we observed a progressive increase in bone marrow cellularity over time with no significant difference in cellularity between the graft and host femurs at 5 months following transplantation (Figure 1B). Regeneration of the bone marrow compartment is associated with a reduction in adipogenic infiltration, as revealed by staining with the anti-perilipin antibody at 4-month post-transplantation (Figure 1—figure supplement 1B). Additionally, the absolute number of graft BM-MSCs, defined as CD45^−^Ter119^−^CD31^−^CD51^+^CD140α^+^ cells by flow cytometry (Pinho et al., 2013), also increased over time, with no difference between the graft and host femurs at 5 months following transplantation (Figure 1B). We also observed a progressive increase in the number of Lin^−^Sca1^+^cKit^+^CD48^−^CD150^+^ phenotypic HSCs in the graft femur over time (Figure 1B). Although the absolute HSC numbers in the graft did not reach HSC numbers as detected in the host femur after 5 months (Figure 1B), no differences were observed in the numbers of hematopoietic progenitors or in the frequencies of hematopoietic cell populations between the host and graft femurs (Figure 1—figure supplement 1C). These data suggest that bone transplantation causes significant bone marrow injury, followed by a recovery process.

**Figure 1.**
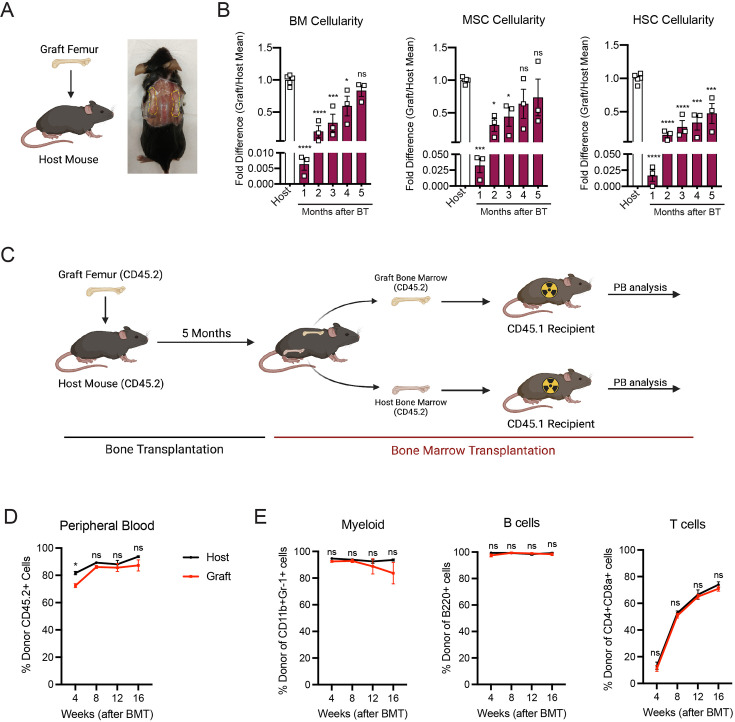
Whole bone transplantation is a good model to study bone marrow regeneration. (**A**) Schematic and picture of the bone transplantation procedure. (**B**) Fold difference quantification of graft femur/host femur cellularity normalized to mean host femur cellularity. Total graft bone marrow cells, bone marrow mesenchymal stem cells (BM-MSCs) and hematopoietic stem cells (HSCs) were analyzed monthly until 5 months after bone transplantation (BT) (*n* = 3). Ordinary one-way ANOVA with Dunnett multiple comparisons was used to determine statistical significance. (**C**) Schematic illustration of the non-competitive repopulating assay after bone transplantation. (**D**) Donor HSC contribution of graft and host recipients at 4 weeks after bone marrow transplantation (*n* = 10). (**E**) Quantification of tri-lineage (myeloid, B lymphoid, and T lymphoid cells) engraftment 4-week post-transplantation (*n* = 10). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. This figure was created with BioRender.com.

**Figure 1—figure supplement 1.**
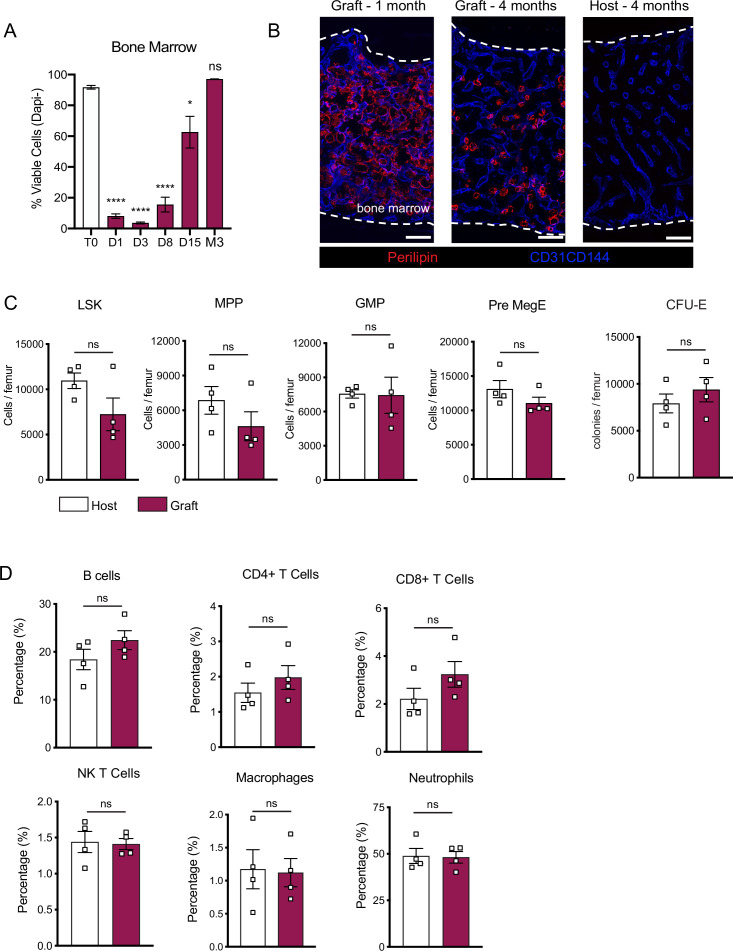
Bone marrow regeneration after transplantation. (**A**) Cell viability determined by flow cytometry and expressed as percentage of total Dapi- alive cells in the BM graft at steady state, 1, 3, 8, 15 days and 3 months after bone transplantation (*n* = 3–4). One-way ANOVA with Dunnett’s multiple comparisons test used to determine statistical significance. (**B**) Representative whole-mount confocal z-stack projections of host and graft femurs 1 and 4 months after transplantation. Adipocytes are stained using an anti-perilipin antibody. Scale bar = 50 µm. Three independent experiments yielded similar results. (**C**) Comparison of different hematopoietic progenitors’ populations between graft and host 5 months after bon transplantation (*n* = 4 per group). (**D**) Comparison of different immune cells populations between graft and host 5 months after bone transplantation (*n* = 4 per group). Data are represented as mean ± SEM. Unless otherwise noted, statistical significance was determined using unpaired two-tailed Student’s *t*-test. *p < 0.05, ****p < 0.0001.

**Figure 1—figure supplement 2.**
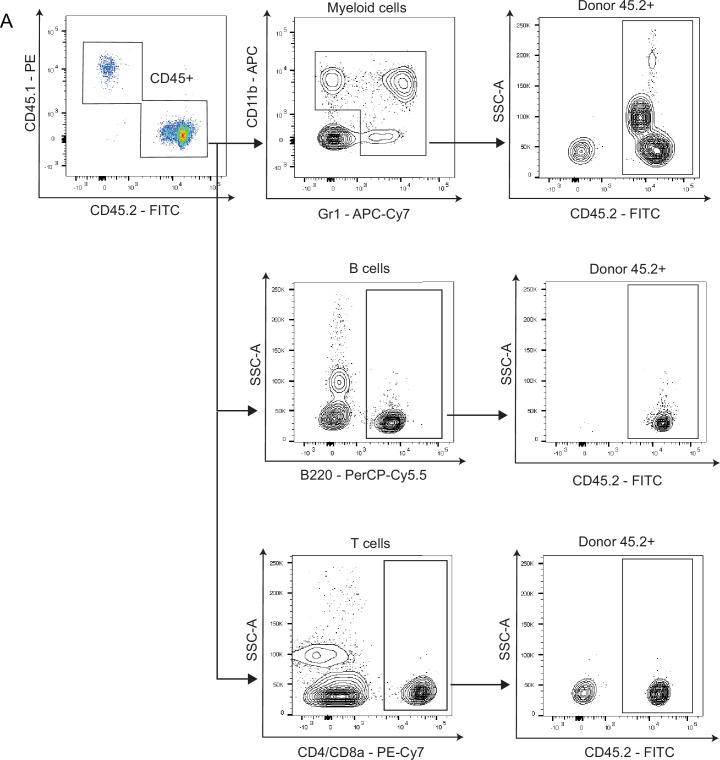
Regenerated bone marrow is capable of supporting hematopoietic cells after transplantation. (**A**) Representative FACS plots showing gating strategy for trilineage reconstitution after bone marrow transplantation.

Hematopoiesis is a highly regulated and essential process by which all the differentiated blood cells are produced. To investigate whether functional hematopoietic progenitors fully recover in graft femurs, we performed a non-competitive bone marrow transplantation assay, in which we transplanted either graft or host bone marrow cells into lethally irradiated recipients at 5 months after bone transplantation (Figure 1C, Figure 1—figure supplement 2). The survival of lethally irradiated recipients remained equal in both groups, with 100% of recipients surviving throughout the length of the experiment. Chimerism analysis revealed robust engraftment of recipient mice with hematopoietic cells derived from the engrafted femurs, indicating that HSCs and progenitors derived from graft femurs can sustain long-term hematopoiesis upon transplantation (Figure 1D). We also observed no significant differences in donor cell contribution to myeloid or lymphoid lineages between the two groups (Figure 1E). Altogether, these data establish our bone transplantation model as a useful tool to study bone marrow and HSC-niche regeneration.

### Graft BM-MSCs are graft-derived and progressively express HSC-niche factors during regeneration

Next, we aimed to determine the origin of the hematopoietic and stromal cell populations in the graft bone marrow. To achieve this, we took advantage of the *Rosa26^mT/mG^*and ubiquitin C (UBC) promoter-driven GFP mouse models, in which all cells are labeled by red and green reporters, respectively (Muzumdar et al., 2007; Liu et al., 2020). We transplanted femurs isolated from UBC-GFP mice into *Rosa26^mT/mG^* recipients and quantified endothelial cells, BM-MSCs, and hematopoietic cells in the graft (Figure 2A, B). Corroborating the results of Picoli et al., 2023, we observed that at 5 months post-transplantation, over 98% of the graft BM-MSCs originated from the graft femur, while over 99% of the hematopoietic cells in the graft originated from the host mouse (Figure 2C, D). Interestingly, endothelial cells were derived from both the host and the graft, suggesting the contribution of different progenitors. To further assess endothelial regeneration within the context of bone transplantation, we conducted a transplantation experiment in which femurs from Cdh5 (VE-cadherin)-CreER; iTdTomato (Wang et al., 2010) mice were transplanted into WT recipients. Confocal analysis was performed 15 days and 1 month after transplantation (Figure 2—figure supplement 1A, B). This revealed the presence of VE-cadherin-labeled vessels within the periosteum and crossing the cortical bone of the graft. This result demonstrates that endothelial regeneration occurs at an early stage following bone transplantation. Furthermore, when femurs from UBC-GFP mice were transplanted into Cdh5-CreER;iTdTomato mice, contributions of both recipient VE-cadherin-labeled and UBC-GFP vessels were observed 5 months later. This result once again demonstrated the dual contribution of endothelial cells to the grafted femur (Figure 2—figure supplement 1C). Furthermore, we did not detect any cells derived from the graft in the host femurs (data not shown). These results are consistent with data obtained from ossicle-based experiments, where MSC-seeded ossicles are colonized by recipient-derived hematopoietic cells (Méndez-Ferrer et al., 2010; Sacchetti et al., 2007; Friedenstein et al., 1968; Tavassoli and Crosby, 1968; Varas et al., 2000).

**Figure 2.**
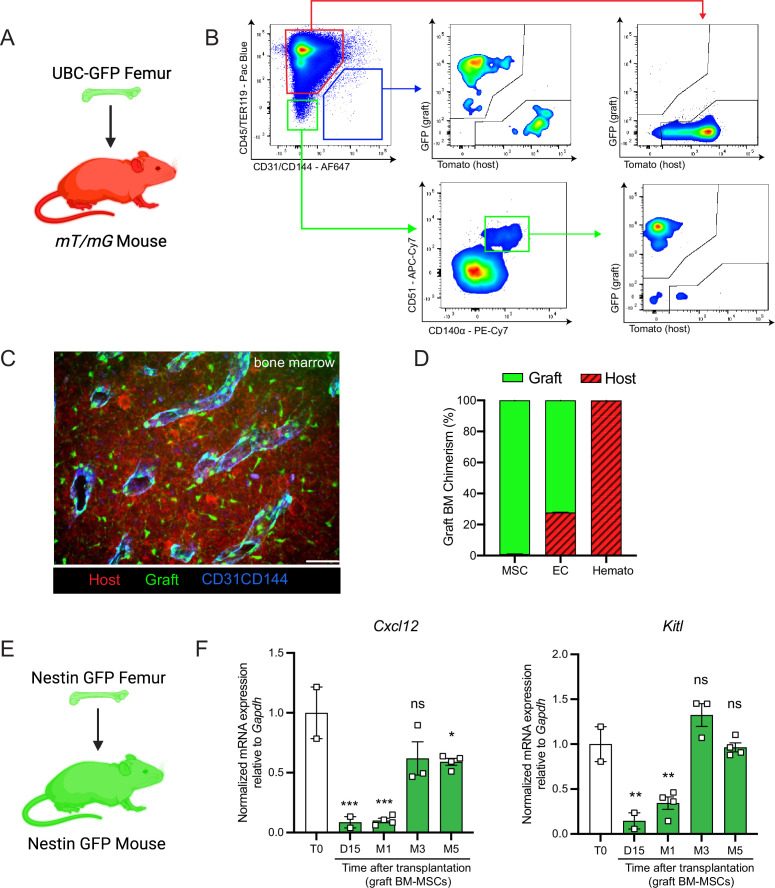
Regenerating bone marrow mesenchymal stem cells (BM-MSCs) are graft-derived and express hematopoietic stem cell (HSC)-niche factors. (**A**) Schematic of a UBC-GFP femur transplanted into a *mT/mG* mouse. (**B**) Representative FACS plots showing the gating strategy to determine the origin of the different cell fractions in the graft 5 months after transplantation of a UBC-GFP femur into a *mT/mG* mouse. (**C**) Representative whole-mount confocal z-stack projections of a UBC-GFP bone transplanted into a *mT/mG* recipient 5 months after transplantation. Vascularization was stained with anti-CD31 and anti-CD144 antibodies. Scale bar = 100 µm (*n* = 2 mice). (**D**) Origin of graft BM-MSCs, endothelial cells (EC) and hematopoietic cells (Hemato) analyzed by flow cytometry 5 months after bone transplantation (*n* = 2). (**E**) Schematic of the *Nes*-GFP femur transplantation into a *Nes*-GFP mouse recipient. (**F**) Quantitative RT-PCR analysis of mRNA expression of *Cxcl12* and *Kitl* expression relative to *Gapdh* in graft *Nes*-GFP^+^ BM-MSCs compared to steady-state *Nes*-GFP^+^ BM-MSCs at multiple time points after transplantation (*n* = 2–4 mice per time point). One-way ANOVA with Dunnett multiple comparisons was used to determine statistical significance. Data are represented as the mean ± SEM. Unless otherwise noted, statistical significance was determined using unpaired two-tailed Student’s *t*-test. *p < 0.05, **p < 0.01, ***p < 0.001,. This figure was created with BioRender.com.

**Figure 2—figure supplement 1.**
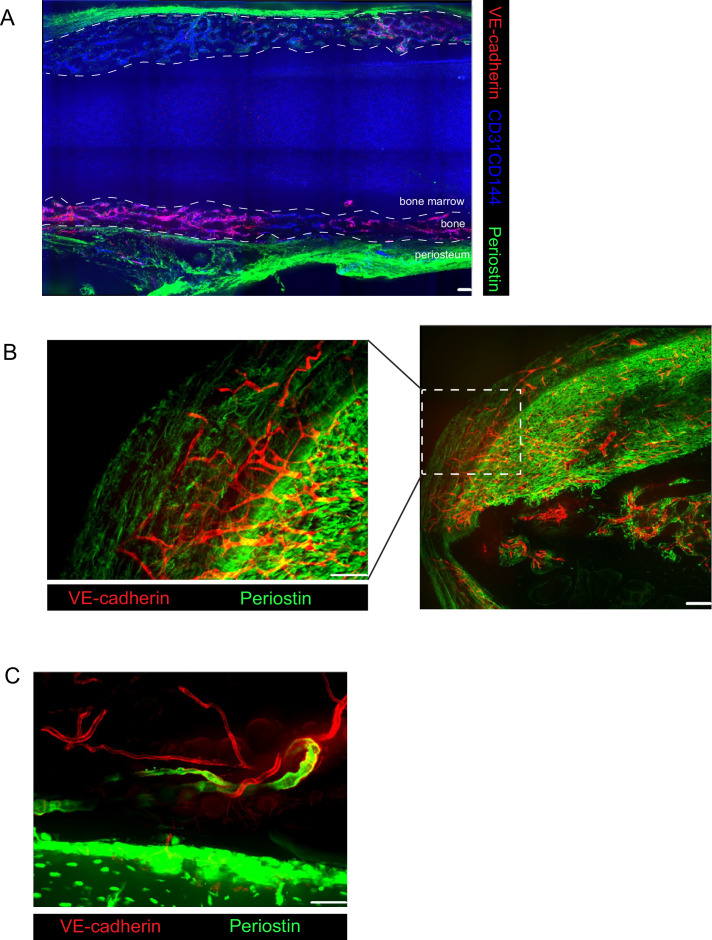
Endothelial regeneration after bone transplantation. (**A**) Representative confocal image of graft VE-cadherin-cre;tdTomato femur transplanted into WT recipient 15 days after transplantation. Extracellularmatrix is labeled by an anti-periostin antibody. Scale bar = 100 μm (**B**) Representative confocal image of graft VE-cadherin-cre;tdTomato femur transplanted into WT recipient 1 month after transplantation. Extracellular matrix is labeled by an anti-periostin antibody. Scale bar = 50 μm (left) and 100 μm (right). (**C**) Representative confocal image of graft UBC-GFP femur transplanted into VE-cadherin-cre;tdTomato recipient 5 months after transplantation. Extracellular matrix is labeled by an anti-periostin antibody. Scale bar = 50 μm.

**Figure 2—figure supplement 2.**
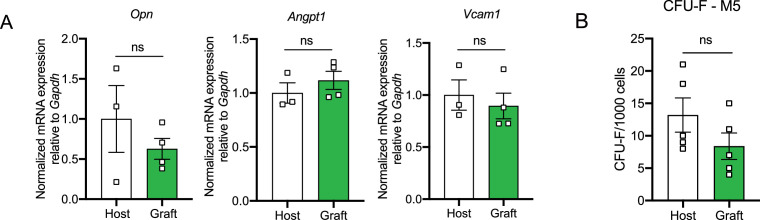
GFP+ bone marrow mesenchymal stem cells (BM-MSCs) express hematopoietic stem cell (HSC)-niche factors and form colonies. (**A**) Quantitative RT-PCR analysis of mRNA expression of *Opn*, *Angpt1*, and *Vcam1* relative to *Gapdh* in host and graft *Nes-*GFP^+^ BM-MSCs 5 months after transplantation (*n* = 3–4 mice). (**B**) CFU-F absolute number of flushed CD45^−^Ter119^−^*Nes*-GFP^+^ BM-MSCs sorted from host and graft femurs 5 months after transplantation and plated at equal number and clonal densities under CFU-fibroblast (CFU-F) culture condition (*n* = 5 mice per group). Data are represented as mean ± SEM.

BM-MSCs are a major constituent of the hematopoietic niche, secreting maintenance factors that support HSCs and hematopoietic progenitors (Kunisaki et al., 2013; Asada et al., 2017; Ding et al., 2012; Zhou et al., 2014; Pinho and Frenette, 2019; Greenbaum et al., 2013). To test for HSC-niche supportive activity of graft BM-MSCs, we utilized *Nes*-GFP reporter mice to isolate BM-MSCs after bone transplantation. Previous work from our group has shown that *Nes*-GFP marks mouse MSCs with HSC-niche function within the bone marrow (Méndez-Ferrer et al., 2010). Since our previous analysis (Figure 2D) revealed that all of the graft BM-MSCs originate from the graft itself, we transplanted *Nes*-GFP femurs into *Nes*-GFP recipient mice and sorted CD45^−^Ter119^−^CD31^−^*Nes*-GFP^+^ BM-MSCs from donor and recipient mice for analysis at different time points (Figure 2E). Since we did not detect circulation of BM-MSCs between host and graft bone marrow in our bone transplantation experiments (data not shown), this strategy allowed us to compare host and graft BM-MSCs using equivalent markers. In addition to the previously described increase over time in the absolute number of BM-MSCs in the graft femur (Figure 1B), we observed a progressive increase in the expression of the HSC-niche genes *Cxcl12* and *Kitl* (which encodes Scf), reaching a plateau at 5-month post-transplantation (Figure 2F). Similarly, no differences were observed between host and graft femurs in the expression levels of additional niche factors, including *osteopontin* (*Opn*) (Nilsson et al., 2005; Stier et al., 2005), *angiopoietin-1* (*Angpt1*) (Arai et al., 2004), and *vascular cell adhesion molecule-1* (*Vcam1*) (Jacobsen et al., 1996; Papayannopoulou et al., 1998) at 5 months (Figure 2—figure supplement 2A). In this experiment, host and graft BM-MSCs also had similar CFU-F activity at 5 months (Figure 2—figure supplement 2B). Altogether, these results show that by 5 months post-bone transplantation, the niche-supportive and ex vivo clonogenic functions of graft BM-MSCs are restored and are similar to the activity of native host BM-MSCs.

### P-SSCs but not BM-MSCs expand early after bone transplantation

SSCs are multipotent cells of the skeletal lineage that are important for bone development, repair, and homeostasis (Bianco and Gehron Robey, 2000; Matsushita et al., 2020). SSCs have been identified in the periosteum (P-SSCs), compact bone, and bone marrow (Méndez-Ferrer et al., 2010; Zhou et al., 2014; Duchamp de Lageneste et al., 2018; Jeffery et al., 2022). Similar to BM-MSCs, P-SSCs have been shown to have CFU-F activity and the ability to differentiate into osteoblasts, chondrocytes, and adipocytes (Chan et al., 2015; Debnath et al., 2018; Mirmalek-Sani et al., 2006). Due to the severe necrosis and depletion of the marrow cavity content that we observed following bone transplantation (Figure 1B, Figure 1—figure supplement 1A), we hypothesized that cells derived from the compact bone and/or the periosteum could potentially contribute to stromal marrow regeneration. We first analyzed the cellularity of graft bone marrow, compact bone, and periosteum at different early time points following transplantation. While the number of live cells within the bone marrow and compact bone were drastically reduced in the first 24 hr post-transplantation, we unexpectedly observed a significant but transient increase in live periosteal cells (Figure 3A, Figure 3—figure supplement 1A). Moreover, while most of the bone marrow cells were depleted shortly after transplantation, cell viability was not affected in the periosteum within this time frame (Figure 3A, Figure 3—figure supplement 1B). To quantify P-SSCs and BM-MSCs by flow cytometry, we used the combination of CD51 and CD200, as these markers have been well-validated in both tissues (Chan et al., 2015; Debnath et al., 2018; Gulati et al., 2018). Within the CD45^−^Ter119^−^CD31^−^ fraction of live periosteal cells, we confirmed that CD51^+^CD200^+^ P-SSCs had the highest CFU-F activity and were also capable of trilineage differentiation (Figure 3—figure supplement 1C–E). Flow cytometric analysis confirmed an expansion of P-SSCs starting at day 3 post-transplantation and peaking at day 8 (Figure 3B, Figure 3—figure supplement 1F). These results were confirmed by confocal microscopy analysis of *Nes*-GFP graft femurs transplanted into WT mice and stained for Periostin, a matricellular protein highly expressed by periosteal cells (Duchamp de Lageneste et al., 2018; González-González and Alonso, 2018; Horiuchi et al., 1999; Merle and Garnero, 2012; Oshima et al., 2002). We detected an expansion of *Nes*-GFP^+^ skeletal progenitors (Tournaire et al., 2020) within the periosteum with a peak at day 8 (Figure 3C), similar to the expansion kinetics that we detected by flow cytometry. Interestingly, by day 15, we could detect Nes-GFP^+^ cells outside of the periosteum layer stained by an anti-periostin antibody and in the compact bone (Figure 3C).

**Figure 3.**
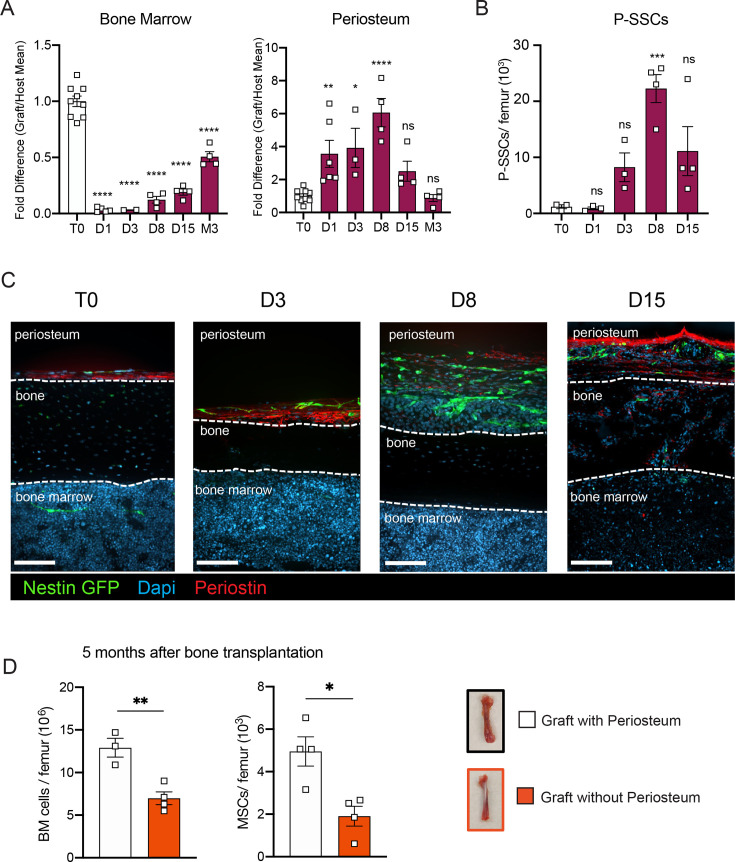
P-SSCs remain viable and expand after bone transplantation, in contrast to bone marrow mesenchymal stem cells (BM-MSCs). (**A**) Flow cytometric quantification of fold difference of total graft bone marrow and periosteum cellularity to total steady-state cellularity. Different time points early after transplantation were analyzed (*n* = 2–8). One-way ANOVA with Dunnett multiple comparisons was used to determine statistical significance. (**B**) Absolute number of CD45^−^Ter119^−^CD31^−^CD51^+^CD200^+^ P-SSCs at steady state and 1-, 8-, and 15-day post-transplantation (*n* = 3–4 mice per time point). One-way ANOVA with Dunnett multiple comparisons was used to determine statistical significance. (**C**) Representative whole-mount confocal z-stack projections of *Nes*-GFP^+^ bone graft at steady state, 3-, 8-, and 15-day post-transplantation. Three independent experiments yielded similar results. Arrowheads point at *Nes-*GFP^+^ cells within the bone and bone marrow. Scale bar = 100 µm. (**D**) Total bone marrow cellularity and BM-MSC absolute number 5 months after transplantation of bones with or without intact periosteum (*n* = 3–4 mice per group). Data are represented as the mean ± SEM. Unless otherwise noted, statistical significance was determined using unpaired two-tailed Student’s *t*-test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

**Figure 3—figure supplement 1.**
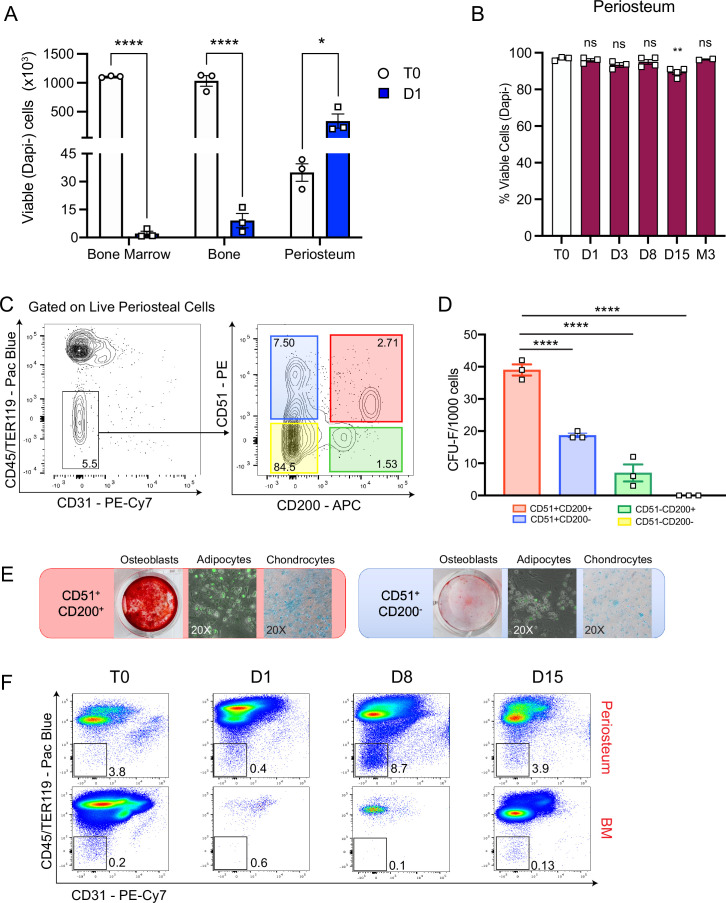
Periosteal stem cell expansion after transplantation. (**A**) Number of viable cells within bone marrow, bone and periosteum at steady state and 24-hr post-transplantation (*n* = 3 per group). (**B**) Cell viability determined by flow cytometry and expressed as percentage of total Dapi- alive cells in the periosteum graft at steady state, 1, 3, 8, 15 days and 3 months after bone transplantation (*n* = 2–4 per group). One-way ANOVA with Dunnett’s multiple comparisons test used to determine statistical significance. (**C**) Representative FACS plot showing gating of CD51^+^CD200^+^ P-SSCs after gating on triple negative cells (TNC: CD45^−^Ter119^−^CD31^−^) fraction. (**D**) Absolute CFU-F number from 1000 sorted cells within various TNC subsets of the periosteum. One-way ANOVA with Dunnett’s multiple comparisons test used to determine statistical significance. (**E**) Representative trilineage differentiation pictures of CD51^+^CD200^+^ compared to the group with the next highest CFU-F activity (CD51^+^CD200^−^ cells). Differentiation into osteoblasts, adipocytes, and chondrocytes observed using Alizarin Red, Bodipy, and Alican Blue staining, respectively. (**F**) Representative FACS plots of graft periosteum and bone marrow analysis gated on TNC fraction at steady state, 1-, 8-, and 15-day post-transplantation. Data are represented as mean ± SEM. Unless otherwise noted, statistical significance was determined using unpaired two-tailed Student’s *t*-test. *p < 0.05, **p < 0.01, ****p < 0.0001.

To evaluate the potential role of the periosteum in overall bone marrow regeneration, we compared the regenerative capacity of transplanted femurs with intact periosteum to that of femurs in which the periosteum was mechanically removed (Figure 3D). At 5 months after transplantation, total cellularity and BM-MSC number were significantly reduced in femurs lacking the periosteum, highlighting a potentially critical role for the periosteum and P-SSCs during bone marrow regeneration.

### P-SSCs are more resistant to stress than BM-MSCs

Due to the ability of P-SSCs to survive bone transplantation, as opposed to BM-MSCs, we explored the intrinsic differences between BM-MSCs and P-SSCs. 

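RNA was sequenced from sorted CD51+CD200+ BM-MSCs and P-SSCs of steady-state mice, with 3 libraries per group. The paper states that the replicates held RNA from distinct mice, but not whether BM-MSC and P-SSC libraries shared mice. The authors mapped the reads to GRCm38 with STAR, and the deposited values are FPKM, the fragments of a gene scaled by its length and by the total of the library. The table holds 8329 genes, which is 15.0% of the 55536 genes in the mouse annotation used as the reference here, and 3477 of them are protein-coding. For genes with a single annotated transcript, the FPKM times the length rises in steps of 1 fragment, and the size of the step gives the total by which each library was divided. These totals ranged from 16890241 to 18820888 fragments in BM-MSCs (median 18247066) and from 17759541 to 19756156 in P-SSCs (median 19006388). Fragment counts were not recovered for the other genes, so differences were tested with limma on log2(FPKM + 1) for the 1948 genes with an FPKM of at least 1 in at least 3 of the 9 libraries sequenced. Between P-SSCs and BM-MSCs, 472 genes differed with a Benjamini-Hochberg adjusted p under 0.05, of which 191 were higher and 281 lower in P-SSCs. Fitting only the libraries of these groups moved this count most among the settings that kept every library, to 324 genes. The libraries of the groups did not overlap for 626 genes, or 32.1%, against 10% of genes when 3 libraries are set against 3 by chance. For a single gene, an exact two-sided permutation test of 3 libraries against 3 cannot give a p below 0.10. The largest increases among genes with a mean of at least 10 FPKM in the higher group were those of *Cilp*, *Ackr3* and *Gpnmb*. *Cilp*, on chromosome 9 from 65265180 to 65280605, had 331.9 ± 61.7 FPKM (SD, n = 3) in P-SSCs and 0.0313 ± 0.0074 FPKM (SD, n = 3) in BM-MSCs. The largest decreases were those of *Serpina3f*, *Hba-a2* and *Il1rn*. *Hba-a2*, used here as a marker of blood cells, had 748.4, 617.9 and 2200.5 FPKM in BM-MSC replicates 1, 2 and 3. RNA from blood cells in these libraries may account for its difference. *Serpina3f*, on chromosome 12 from 104214544 to 104221129, had 0.0162 ± 0.0281 FPKM (SD, n = 3) in P-SSCs and 153.5 ± 24.0 FPKM (SD, n = 3) in BM-MSCs.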

Using RNA sequencing, we analyzed the transcriptional differences between CD51^+^CD200^+^ P-SSCs and BM-MSCs at steady state. 

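Proliferation was followed with lists of S phase and G2/M phase genes, the cell cycle lists of the Seurat package written with mouse symbols. Of the 54 G2/M phase genes, 11 were tested, and 10 of them had lower values in P-SSCs than in BM-MSCs under each scaling tried. Their mean log2 fold change was -1.63, and the list was lower in P-SSCs with an adjusted p of 0.0115 (limma's camera test, Benjamini-Hochberg adjustment over 14 gene lists). After adjustment over all genes tested 7 of the 11 were called lower by limma, and after adjustment over the list alone 8 were. Each BM-MSC library had a higher mean for this list than each P-SSC library. The adjusted p of the list was above 0.05 in 3 of 21 other settings. These were preranked fgsea, camera with the inter-gene correlation estimated from the data, and camera with a Reactome list, which gave 0.685. *Cdc20*, on chromosome 4 from 118432901 to 118437352, had 1.5 ± 1.87 FPKM (SD, n = 3) in P-SSCs and 36.3 ± 24.1 FPKM (SD, n = 3) in BM-MSCs. Its log2 fold change was -3.93 (standard error 0.55, adjusted p = 0.000569 from limma). *Cdca8* fell by 3.45 on the log2 scale and *Cks2* fell by 1.79, with adjusted p-values of 0.00203 and 0.0225 from limma. *Cks2* was no longer called in 4 of 18 other settings. Of the 43 S phase genes, 5 were tested, and 4 were lower in P-SSCs, all 4 of them called under both adjustments. The mean log2 fold change of these 5 genes was -1.46, and the list had an adjusted p of 0.0793 from limma's camera test, above 0.05. It was under 0.05 in 2 of 21 other settings. When the values were rescaled to the same sum in each library, it was 0.0371, but this also lowered the weight of the 1 added before the log. With each library left out in turn, it ranged from 0.0257 to 0.206. *Mcm5*, on chromosome 8 from 75109569 to 75128439, had 7.09 ± 3.72 FPKM (SD, n = 3) in P-SSCs and 61.8 ± 43.7 FPKM (SD, n = 3) in BM-MSCs, a log2 fold change of -2.81 (standard error 0.47, adjusted p = 0.00165 from limma). The spread among BM-MSC libraries came largely from BM-MSC replicate 3, which had the highest mean of both lists. A list of hematopoietic markers was also higher in BM-MSCs, by a mean log2 difference of 3.00. BM-MSCs that divide more therefore cannot be told apart from dividing hematopoietic cells in their libraries. The gene sets associated with stemness were not analysed here.

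**Figure D1:**
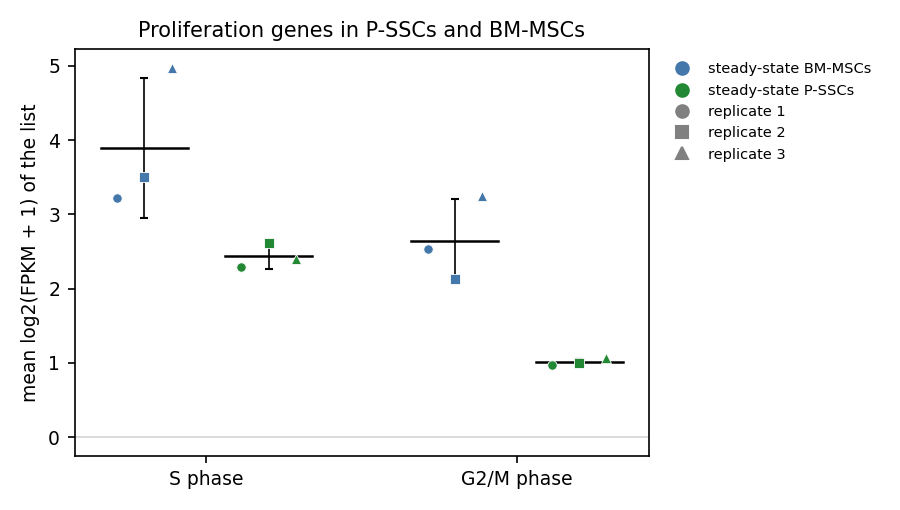
Mean log2(FPKM + 1) of the S phase list (5 genes) and the G2/M phase list (11 genes) in each steady-state library. Points are libraries, horizontal lines are group means and whiskers are SDs (n = 3). The 3 P-SSC libraries lie between 0.97 and 1.06 for the G2/M phase list and the 3 BM-MSC libraries between 2.13 and 3.25.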

Gene set enrichment analysis (GSEA) revealed that P-SSCs were positively enriched for gene sets associated with stemness and negatively enriched for gene sets associated with proliferation (Figure 4A). These results are in line with qPCR analysis showing that P-SSCs express high levels of the cell cycle inhibitor genes *Cdkn1a* and *Cdkn1c*, and low levels of the cell cycle progression gene *Cdk4* at steady state (Figure 4B). Additionally, flow cytometric analysis revealed that, compared to BM-MSCs, P-SSCs are less metabolically active, as shown by decreased glucose uptake as assessed by 2-(*N*-(7-nitrobenz-2-oxa-1,3-diazol-4-yl)amino)-2-deoxyglucose (2-NDBG) (Figure 4C). This led us to hypothesize that P-SSCs are more resistant to stress than BM-MSCs.

**Figure 4.**
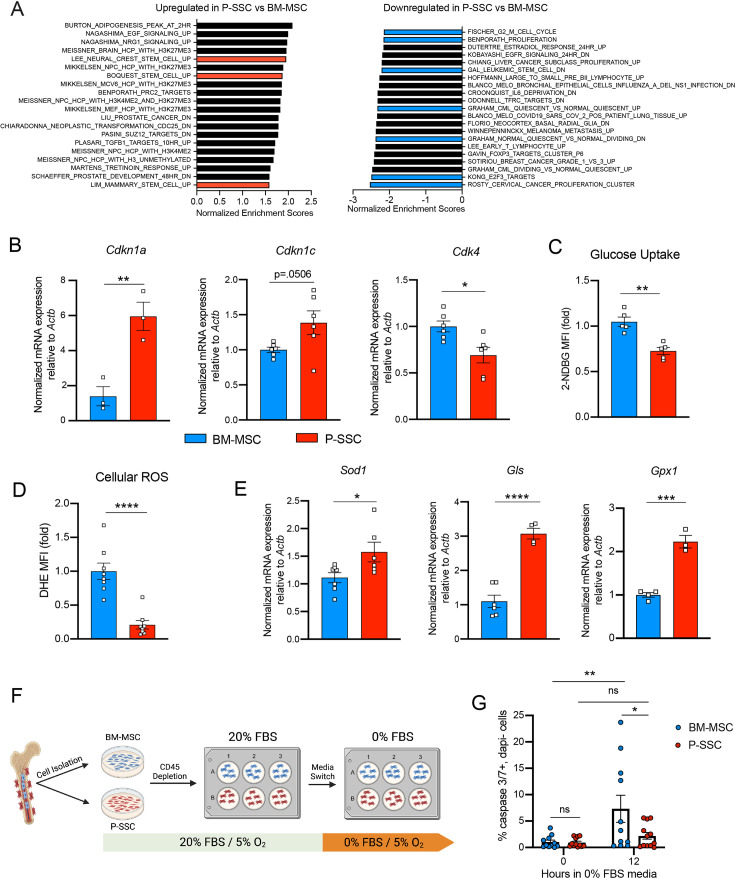
Periosteal skeletal stem cells (SSCs) have a metabolic profile conferring a resistance to stress. (**A**) Gene set enrichment analysis (GSEA) plots comparing P-SSCs versus bone marrow mesenchymal stem cells (BM-MSCs) at steady state (*n* = 3 per group). (**B**) Quantitative RT-PCR analysis of mRNA expression of *Cdkn1a*, *Cdkn1c*, *Cdk4* relative to *Actb* in sorted CD45^−^Ter119^−^CD31^−^CD51^+^CD200^+^ BM-MSCs and P-SSCs (*n* = 3–6 per group). (**C**) Flow cytometric analysis of glucose uptake at steady state in CD45^−^Ter119^−^CD31^−^CD51^+^CD200^+^ BM-MSCs and P-SSCs (*n* = 5 per group). (**D**) Quantification of cellular reactive oxygen species (ROS) at steady state in CD45^−^Ter119^−^CD31^−^CD51^+^CD200^+^ BM-MSCs and P-SSCs (*n* = 8 per group). (**E**) Quantitative RT-PCR analysis of mRNA expression of *Sod1*, *Gls*, and *Gpx1* relative to *Actb* in sorted CD45^−^Ter119^−^CD31^−^CD51^+^CD200^+^ BM-MSCs and P-SSCs (*n* = 3–7 per group). (**F**) Schematic illustration of the protocol for the in vitro apoptosis assay. BM-MSCs and P-SSCs were isolated and digested before plating in a 10-cm dish. At near confluence, cells underwent CD45 lineage depletion and plated into multi-well plates. At near confluence, medium was switched from 20% to 0% fetal bovine serum (FBS). Cells were analyzed at the time of medium switch and 12 hr. (**G**) Percentage of apoptotic BM-MSCs and P-SSCs cultured under 5% O_2_ at baseline and 12 hr after being in 0% FBS serum conditions (*n* = 11–12 per group). Two-way ANOVA with Tukey’s multiple comparisons test was used to determine statistical significance. Data are represented as the mean ± SEM. Unless otherwise noted, statistical significance was determined using unpaired two-tailed Student’s *t*-test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. This figure was created with BioRender.com.

**Figure 4—figure supplement 1.**
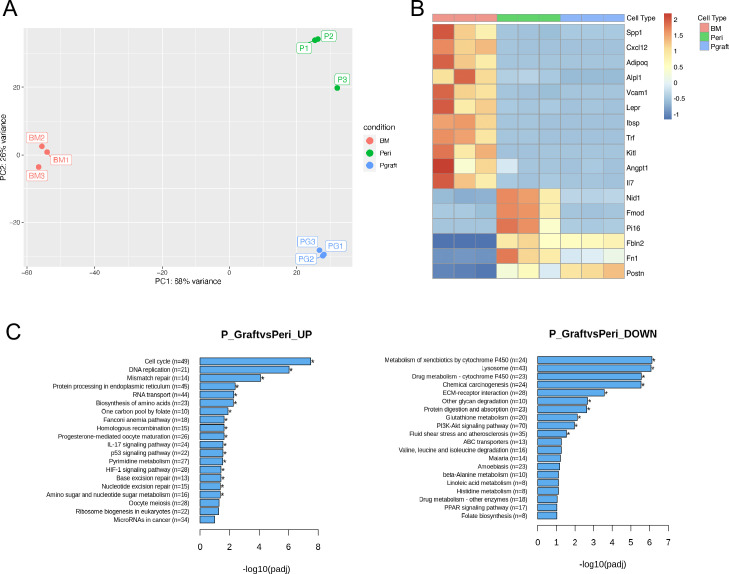
RNA sequencing analysis of periosteal skeletal stem cells (SSCs), 3-day graft periosteal and SSCs, and bone marrow MSCs. (**A**) 2D principal component analysis (PCA) plot showing variance between steady-state P-SSCs and graft P-SSCs 3 days after bone transplantation (*n* = 3). (**B**) Heatmap expression level of selected genes as defined by previous studies for hematopoietic stem cell (HSC)-niche cell and extracellular matrix genes (*n* = 3). (**C**) KEGG analysis displaying signatures that are significantly up- and down-regulated between steady-state P-SSCs and graft P-SSCs 3 days after bone transplantation (*n* = 3). Data are represented as mean ± SEM.

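Of the genes in the heatmap, *Trf* and *Postn* were analysed here. *Trf*, on chromosome 9 from 103204001 to 103230444, had 163.4 ± 30.1 FPKM (SD, n = 3) in BM-MSCs, 3.53 ± 1.11 FPKM (SD, n = 3) in steady-state P-SSCs and 1.96 ± 0.70 FPKM (SD, n = 3) in graft P-SSCs. Its log2 fold change between steady-state P-SSCs and BM-MSCs was -5.20 (standard error 0.30, adjusted p = 2.57e-06 from limma). Between graft and steady-state P-SSCs it was -0.61 (standard error 0.30, adjusted p = 0.144 from limma), and the libraries of these groups overlapped. *Postn*, on chromosome 3 from 54361109 to 54391037, had 105.3 ± 17.5 FPKM (SD, n = 3) in BM-MSCs, 439 ± 44.1 FPKM (SD, n = 3) in steady-state P-SSCs and 830.3 ± 48.4 FPKM (SD, n = 3) in graft P-SSCs. Each graft library was above each steady-state P-SSC library, with a log2 fold change of 0.92 (standard error 0.15, adjusted p = 0.00156 from limma). The median of all genes tested was 0.26 higher in the grafts on the same scale, and above that median *Postn* rose by 0.66. With the libraries scaled by median of ratios its change was 0.60 and was no longer called.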

**Figure 4—figure supplement 2.**
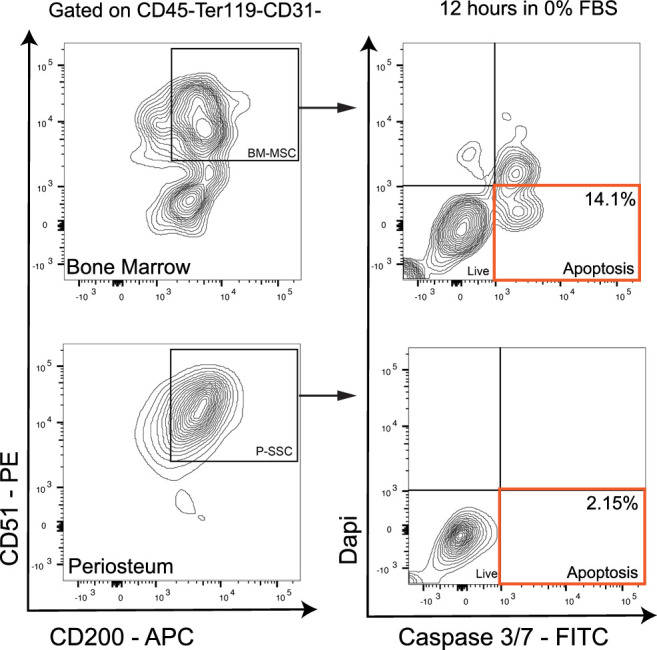
Comparison of periosteal skeletal stem cells (SSCs) and bone marrow MSCs. Representative FACS plots showing gating strategy for analyzing apoptosis 12 hr after switching from 20% to 0% fetal bovine serum (FBS) media.

These observations led us to also use RNA sequencing to compare steady-state P-SSCs to P-SSCs at 3 days after bone transplantation. 

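RNA from P-SSCs sorted from the graft 3 days after transplantation was sequenced in 3 libraries, and the authors gave their values in the same FPKM table as those of the steady-state cells. The totals by which the graft libraries were divided ranged from 17685244 to 21315438 fragments, with a median of 17961185. Between 2771 and 2829 genes of the table were above 0 in the graft libraries, and between 2231 and 2466 in the steady-state P-SSC libraries. Between graft and steady-state P-SSCs, 665 of the 1948 genes differed with an adjusted p under 0.05 in limma, of which 441 were higher and 224 lower in the grafts. The median log2 fold change of all genes tested was 0.26. Median-of-ratios scaling, which brought this median to 0.019, gave 312 higher and 302 lower genes. Quantile normalization gave 315 higher and 326 lower genes. The groups' libraries did not overlap for 985 genes, or 50.6%. Graft and steady-state libraries carry the same replicate numbers in their titles, which need not be real pairs. The deviations of same-numbered libraries from their group means were correlated across genes with a mean r of -0.26, against 0.12 for libraries with other numbers. With the replicate number as a block in the fit, 621 genes were called, 416 higher and 205 lower in the grafts. With 1 library left out at a time, the count without the block ranged from 450 to 892 genes, and it was highest without P-SSC replicate 3. The largest increases were those of *Plk1*, *Cdc20* and *Saa3*, and the largest decreases those of *Gsta4*, *Mustn1* and the noncoding gene *4930404H11Rik*. *Saa3*, on chromosome 7 from 46711998 to 46715700, had 105.3 ± 28.5 FPKM (SD, n = 3) in graft P-SSCs and 0.503 ± 0.871 FPKM (SD, n = 3) at steady state. *Gsta4*, on chromosome 9 from 78182774 to 78209349, had 2.40 ± 0.33 FPKM (SD, n = 3) in graft P-SSCs and 108.6 ± 53.0 FPKM (SD, n = 3) at steady state.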

We chose the 72 hr time point to capture the time when P-SSCs are expanding but have not yet hit the peak of expansion at around day 8. 

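The libraries were compared over all genes tested and by principal components of the 500 most variable of these genes. Pearson's r of log2(FPKM + 1) across genes, which are not independent replicates, was 0.945 to 0.956 between BM-MSC libraries, 0.858 to 0.960 between steady-state P-SSC libraries and 0.982 to 0.992 between graft P-SSC libraries. Between groups it was 0.713 to 0.828 for steady-state P-SSCs and BM-MSCs, 0.725 to 0.761 for graft P-SSCs and BM-MSCs, and 0.769 to 0.839 for graft and steady-state P-SSCs. Every correlation within a group was therefore above every correlation between groups. The first principal component held 56.2% of the variance and the second 30.0%. In the space of all components, the distance between group centroids was 52 for steady-state P-SSCs and BM-MSCs, 63.6 for graft P-SSCs and BM-MSCs, and 51.4 for graft and steady-state P-SSCs. The ratio of the last distance to the first was 0.989. With a pseudocount of 0.1 in place of 1 it was 0.861, and with genes scaled to unit variance it was 1.12. P-SSC replicate 3 lay 44.3 from the mean of the other steady-state P-SSC libraries, while the distances of the other libraries to the rest of their group were between 6.37 and 27.2. It was also closer to the graft centroid, at 46.5, than P-SSC replicate 1 at 59.5 and replicate 2 at 60.6. Its correlation with the other steady-state P-SSC libraries was at least 0.858, and with the graft libraries at most 0.839.

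**Figure D2:**
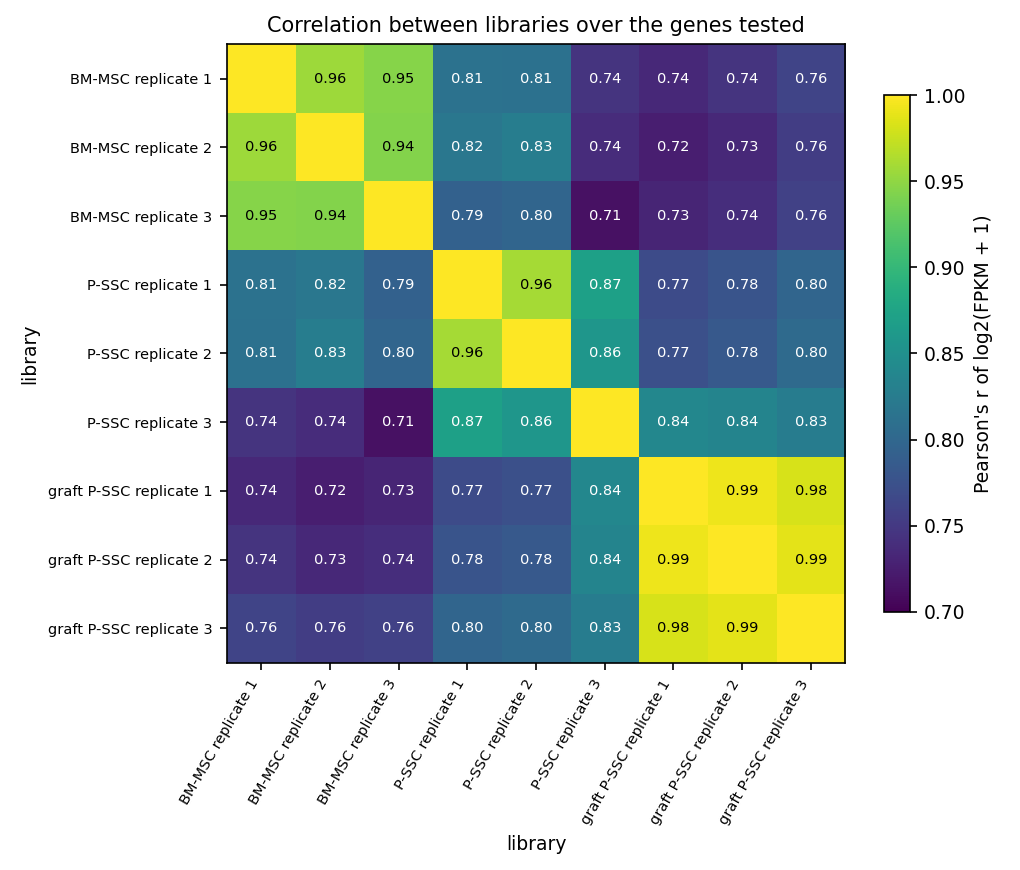
Pearson's r of log2(FPKM + 1) between each pair of libraries over the 1948 genes tested, with the value printed in each field and shown by colour. The lowest value among the pairs within a group is 0.858, between P-SSC replicates 2 and 3, and the highest between groups is 0.839.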

We found that while steady-state P-SSCs and day 3 graft P-SSCs are quite distinct from steady-state BM-MSCs, there is a clear variance starting to occur between the two P-SSC populations (Figure 4—figure supplement 1A). 

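Extracellular matrix genes were followed with a list written after KEGG's ECM-receptor interaction pathway, of which 9 genes were tested. Genes *Thbs3*, *Tnxb* and *Lamc3* had lower mean log2 values in graft than in steady-state P-SSCs, and *Tnc*, *Sdc1*, *Col6a3*, *Hmmr* and *Cd36* had higher ones. *Sdc4* was 0.18 higher, but lower with median-of-ratios scaling or quantile normalization. *Thbs3*, on chromosome 3 from 89215180 to 89226837, had 184.3 ± 0.449 FPKM (SD, n = 3) in graft P-SSCs and 359 ± 50.0 FPKM (SD, n = 3) at steady state. Its log2 fold change was -0.95 (standard error 0.26, adjusted p = 0.0204 from limma), or -1.21 relative to the median of all genes tested. *Thbs3* was no longer called in 6 of 18 other settings. Among these were the GC correction (-0.75, adjusted p = 0.0517 from limma) and each fit that left out a graft library. *Tnc*, on chromosome 4 from 63959785 to 64047015, had 207.8 ± 32.4 FPKM (SD, n = 3) in graft P-SSCs and 37.9 ± 16.9 FPKM (SD, n = 3) at steady state, a log2 fold change of 2.51 (standard error 0.30, adjusted p = 0.000223 from limma). *Sdc1*, on chromosome 12 from 8771323 to 8793715, rose from 14.4 ± 17.8 FPKM (SD, n = 3) to 214.1 ± 10.1 FPKM (SD, n = 3), and its steady-state values were 3.85, 4.32 and 35.0 FPKM in P-SSC replicates 1, 2 and 3. *Tnxb*, chosen after its values were seen, fell from 47.4 ± 2.47 FPKM (SD, n = 3) to 4.22 ± 0.578 FPKM (SD, n = 3), the largest decrease among these 9 genes. After adjustment over all genes tested, limma called 4 of the 9 genes higher and 2 lower, and after adjustment over the list alone 4 higher and 3 lower. *Fmod* and *Nid1* were not analysed here.

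**Figure D3:**
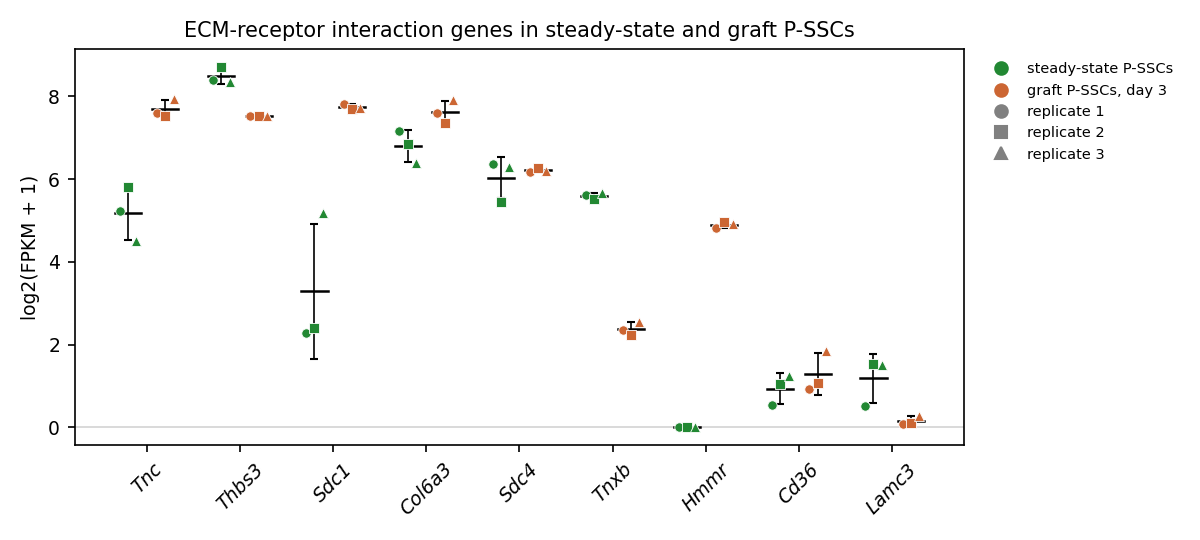
log2(FPKM + 1) of the 9 ECM-receptor interaction genes tested, in each steady-state and graft P-SSC library, ordered by mean FPKM. Points are libraries, horizontal lines are group means and whiskers are SDs (n = 3). *Thbs3*, *Tnxb* and *Lamc3* are lower in each graft library than in each steady-state library, and *Tnc*, *Sdc1*, *Col6a3* and *Hmmr* are higher.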

As early as 3 days post bone transplantation, we observed a downregulation of extracellular matrix (ECM) factors such as fibromodulin (*Fmod*) and nidogen 1 (*Nid1*) in the graft P-SCCs (Figure 4—figure supplement 1B). Additionally, GSEA comparing steady-state P-SSCs with graft P-SSCs, revealed an upregulation of cell cycle and DNA replication signatures and downregulation of ECM–receptor interaction and glutathione metabolism (Figure 4—figure supplement 1C), indicating that a change in the P-SSCs phenotype occurs early after bone transplantation.

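Gene lists written after the KEGG pathways were compared between graft and steady-state P-SSCs with limma's camera test, with Benjamini-Hochberg adjustment over 14 lists. Of the 20 cell cycle genes tested, 16 were higher in graft P-SSCs, and 2 genes changed direction after the GC correction. The mean log2 fold change of the 20 was 1.98, or 1.72 relative to the median of all genes tested. The list had an adjusted p of 0.0104, and each graft library had a higher mean than each steady-state library. Of its genes, limma called 13 higher and 3 lower, with the same numbers after adjustment over the list alone. All 4 DNA replication genes tested were higher and were called under both adjustments, with a mean log2 fold change of 2.75 and an adjusted p of 0.0119 for the list. Of these 4, *Pold1* was not called in 7 of 18 other settings, among them median-of-ratios scaling (0.73, adjusted p = 0.102 from limma). All 11 genes of the G2/M phase list were higher as well, with a mean log2 fold change of 3.85 and an adjusted p of 3.24e-06. *Mcm5* rose from 7.09 FPKM at steady state to 133.8 ± 11.7 FPKM (SD, n = 3) in the grafts, a log2 fold change of 4.15 (standard error 0.47, adjusted p = 0.000187 from limma). *Mcm6*, on chromosome 1 from 128331590 to 128359664, had 9.35 ± 4.70 FPKM (SD, n = 3) at steady state and 137.2 ± 4.85 FPKM (SD, n = 3) in the grafts. *Cdc20* had 263.5 ± 7.82 FPKM (SD, n = 3) in the grafts, and *Plk1* had 150.2 ± 3.63 FPKM (SD, n = 3) and was listed at 0 in P-SSC replicates 2 and 3. *Cdk4*, on chromosome 10 from 127063534 to 127067920, rose from 206.3 ± 26.1 FPKM (SD, n = 3) to 445.1 ± 24.2 FPKM (SD, n = 3). The inhibitor gene *Cdkn1a*, on chromosome 17 from 29090976 to 29100727, fell by 1.55 on the log2 scale (standard error 0.25, adjusted p = 0.00117 from limma), from 255.4 ± 83.4 FPKM (SD, n = 3) to 83.5 ± 7.63 FPKM (SD, n = 3).
The 9 ECM-receptor interaction genes tested had a mean log2 fold change of 0.89, or 0.63 relative to the median of all genes, and the list had an adjusted p of 0.820 with the direction up in the grafts. This mean rests largely on *Hmmr*, which is also in the G2/M phase list and rose by 4.89, and on *Sdc1*, which rose by 4.46. Of the 9 genes, 5 lay above the median change of all genes and 4 below it. The 8 glutathione metabolism genes tested had a mean log2 fold change of -0.39, or -0.65 relative to the median of all genes. The list had an adjusted p of 0.591 with the direction down. Each graft library had a lower mean of the glutathione list, and a higher mean of the ECM-receptor interaction list, than each steady-state library. Under each scaling tried, 4 of these 8 genes were higher and 4 lower in the grafts. Among them, *Gpx3*, on chromosome 11 from 54902453 to 54910377, fell by 1.29 on the log2 scale (standard error 0.21, adjusted p = 0.00149 from limma), while *Gpx7* rose by 0.69 (standard error 0.19, adjusted p = 0.0212 from limma). *Gpx1* fell by 0.62 with an adjusted p of 0.0940 from limma. Under 18 other settings, *Gpx7* lost its call in 9, *Gpx3* lost it in 1, and *Gpx1* was called lower in 4. With median-of-ratios scaling *Gpx7* rose by 0.37 (adjusted p = 0.333 from limma) and *Gpx1* fell by 0.94 (adjusted p = 0.0403 from limma). The list also holds *Gsta4*, which fell by 4.89, and the following genes chosen after their values were seen. *Gstt2* fell by 2.41 (adjusted p = 0.00286 from limma), while *Idh2* rose by 2.66 and *Gsto1* by 2.06, with adjusted p-values of 0.000234 and 4.63e-05 from limma. With the replicate number as a block in the fit, the adjusted p was 0.00979 for the cell cycle list, 0.00917 for DNA replication, 0.845 for ECM-receptor interaction and 0.546 for glutathione metabolism. Without P-SSC replicate 3, it was 0.0523 for the cell cycle list and 0.0554 for DNA replication. With camera's inter-gene correlation estimated from the data, it was 0.308 for the cell cycle list and 0.368 for DNA replication. From the changes it reports in these signatures (Figure 4—figure supplement 1C), the paper concludes that the phenotype of P-SSCs changes early after transplantation of the bone.

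**Figure D4:**
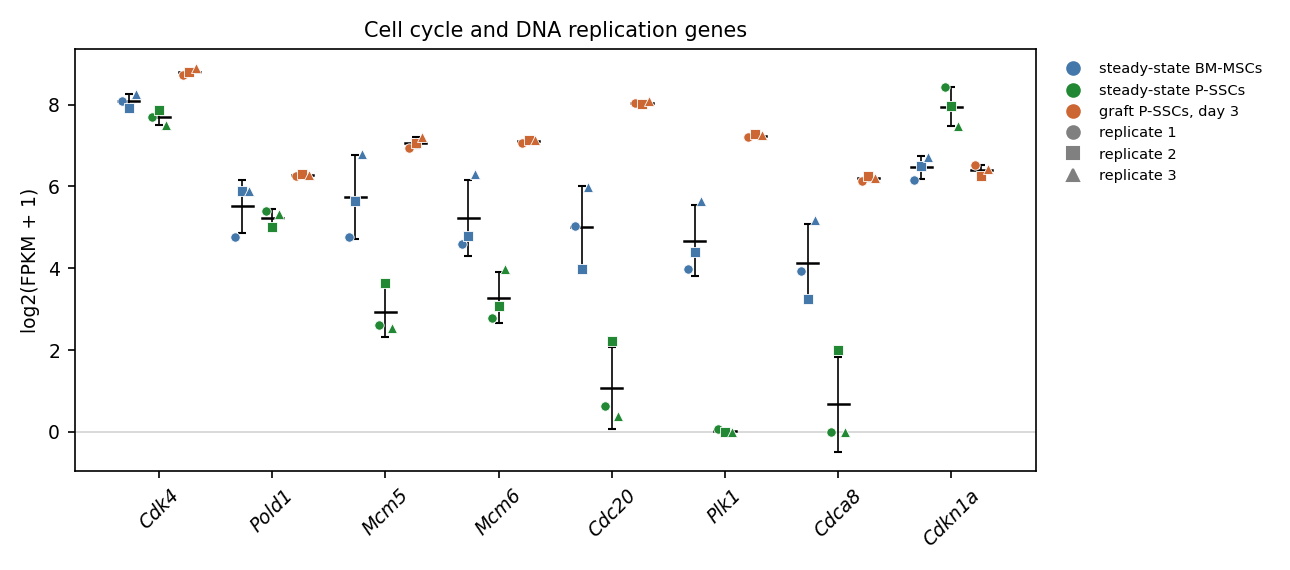
log2(FPKM + 1) of cell cycle and DNA replication genes in each library of the 3 groups. Points are libraries, horizontal lines are group means and whiskers are SDs (n = 3). The first 7 genes are higher in each graft library than in each steady-state P-SSC library, and *Cdkn1a* is lower in each graft library.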

Low levels of reactive oxygen species (ROS) and high expression of antioxidant enzymes are mechanisms that help stem cells to avoid stress-induced cell death (Ito and Suda, 2014; Suda et al., 2011). Thus, we measured ROS levels by staining cells with the superoxide indicator dihydroethidium (DHE). At steady state, flow cytometric analysis revealed that P-SSCs had lower levels of cellular ROS than BM-MSCs (Figure 4D). Under physiological conditions, cells can maintain low ROS levels by expressing antioxidant enzymes. Indeed, qPCR analysis revealed higher expression of three major ROS-detoxifying enzymes genes: superoxide dismutase (*Sod1*), glutaminase (*Gls*) and glutathione peroxidase (*Gpx1*), in sorted CD51^+^CD200^+^ P-SSCs than in CD51^+^CD200^+^ BM-MSCs (Figure 4E). Altogether, these results suggest that P-SSCs are more stress-resistant than BM-MSCs, which may leave P-SSCs poised to proliferate in response to transplantation.

The location of the periosteum on the exterior of the bone, exposing P-SSCs to a higher oxygen tension than BM-MSCs, may be a contributing factor to the observed differences in resilience between P-SSCs and BM-MSCs. Therefore, to determine whether the anatomic location of BM-MSCs and P-SSCs is the primary determinant of their differential stress response, we performed an ex vivo culture experiment designed to subject BM-MSCs and P-SSCs to equivalent levels of stress while in the same environment. After short-term ex vivo expansion of total bone marrow and periosteal cells, we performed a lineage depletion of CD45^+^ hematopoietic cells in both fractions. Purified P-SSCs and BM-MSCs were then maintained for 12 hr in serum-free culture media to stress the cells and mimic the nutrient deprivation that occurs immediately following bone transplantation (Figure 4F). Flow cytometric analysis of activated caspase-3/7 revealed that after 12 hr in serum-free media, BM-MSCs exhibited a significantly higher level of apoptosis compared to P-SSCs (Figure 4G, Figure 4—figure supplement 2). These results suggest that P-SSCs are more intrinsically resilient than BM-MSCs, even when they are subjected to similar stress conditions in an equivalent environment.

### P-SSCs as a source of functional BM-MSCs during regeneration

As we observed that bone transplantation was followed by a depletion of bone marrow cellularity with an early expansion of P-SSCs, and that transplantation of bones without periosteum negatively impacts graft regeneration (Figure 3D), we hypothesized that proliferating P-SSCs migrate into the bone marrow and contribute to stromal regeneration. To test this hypothesis, we removed the periosteum from WT femurs and wrapped these femurs with the periosteum isolated from UBC-GFP mice (Figure 5A, B). We then transplanted these bones into WT host mice and observed GFP^+^ cells within the compact bone at 5 months after transplantation (Figure 5C), consistent with the well-described role of the periosteum in bone remodeling (Duchamp de Lageneste et al., 2018; Debnath et al., 2018; Julien et al., 2020). Consistent with our hypothesis, we also observed GFP^+^ cells enwrapping endomucin-stained sinusoids and forming a network, similar to the perivascular nature of BM-MSCs (Sugiyama et al., 2006; Méndez-Ferrer et al., 2010; Figure 5C).

**Figure 5.**
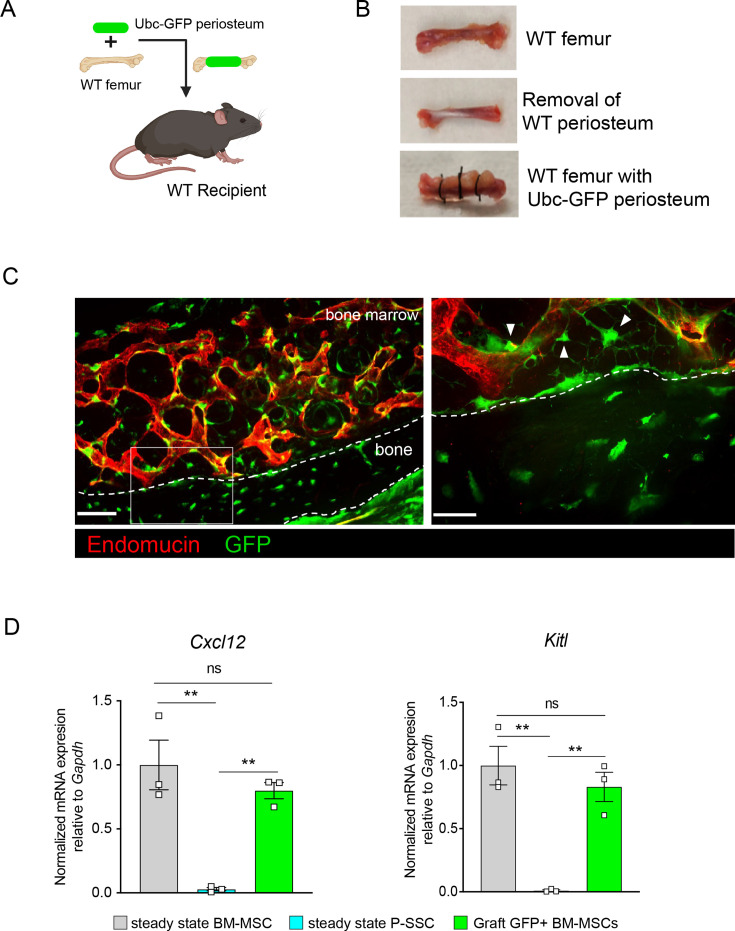
Periosteal skeletal stem cells (SSCs) migrate into the bone marrow and support stromal regeneration after bone transplantation. (**A**) Schematic of the transplantation of a WT bone enwrapped with periosteum from a UBC-GFP mouse donor into a WT recipient mouse. (**B**) Pictures illustrating the transplantation of a WT bone enwrapped with periosteum from a UBC-GFP mouse donor into a WT recipient mouse. (**C**) Representative whole-mount confocal z-stack projections of wild-type bone graft enwrapped with periosteum from a UBC-GFP mouse donor into a WT recipient mouse 5 months after transplantation. Three independent experiments yielded similar results. Right panel: arrows pointing to GFP^+^ periosteum located perivascularly. Scale bar = 50 µm (left panel) and 20 µm (right panel). (**D**) Quantification of *Cxcl12* and *Kitl* mRNA levels relative to *Gapdh* in sorted control CD45^−^Ter119^−^CD31^−^Nestin-GFP^+^ bone marrow mesenchymal stem cells (BM-MSCs), CD45^−^Ter119^−^CD31^−^CD51^+^CD200^+^ P-SSCs, and CD45^−^Ter119^−^CD31^−^CD51^+^CD200^+^GFP^+^ periosteum-derived graft BM-MSCs (*n* = 3–4 per group). One-way ANOVA with Tukey’s multiple comparisons was used to determine statistical significance. Data are represented as the mean ± SEM. Unless otherwise noted, statistical significance was determined using unpaired two-tailed Student’s *t*-test. **p < 0.01. This figure was created with BioRender.com.

**Figure 5—figure supplement 1.**
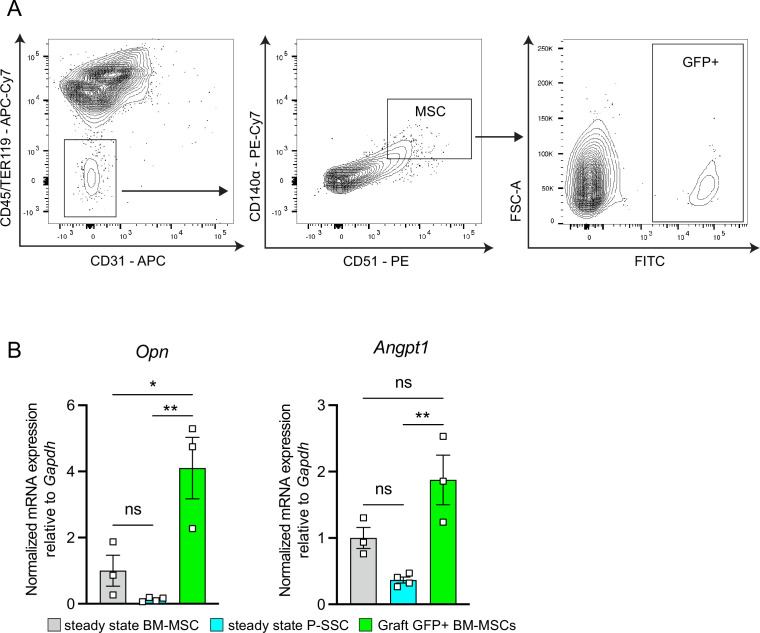
Periosteal skeletal stem cells (SSCs) migrate into the bone marrow and upregulate hematopoietic stem cell (HSC)-niche factors. (**A**) Representative FACs plots showing gating strategy for sorting GFP+ bone marrow mesenchymal stem cells (BM-MSCs) used in qPCR analysis. (**B**) Quantification of *Opn* and *Angpt1* mRNA level relative to *Gapdh* in sorted control bone marrow CD45^−^Ter119^−^CD31^−^Nestin-GFP^+^ BM-MSCs, CD45^−^Ter119^−^CD31^−^CD51^+^CD200^+^ steady-state P-SSCs, and CD45^−^Ter119^−^CD31^−^CD51^+^CD200^+^GFP^+^ graft BM-MSCs (*n* = 3–4 per group). One-way ANOVA used to determine statistical significance. Data are represented as mean ± SEM. Unless otherwise noted, statistical significance was determined using unpaired two-tailed Student’s *t*-test. *p < 0.05, **p < 0.01.

Flow cytometric analysis of the graft at 5-month post-transplantation confirmed the presence of periosteum-derived GFP^+^ MSCs within the bone marrow cavity (Figure 5—figure supplement 1A). Importantly, while P-SSCs do not express *Cxcl12* or *Kitl* at steady state, periosteum-derived GFP+ BM-MSCs expressed these niche cytokines at a similar level to control sorted *Nes*-GFP+BM-MSCs (Figure 5D). We also quantified the expression of the niche factors *Angpt1* and *Opn*. Similarly, we found that *Angpt1* expression in the graft GFP^+^ BM-MSCs reached the level of control BM-MSCs, while *Opn* expression was higher in GFP^+^ BM-MSCs than in control *Nes*-GFP+ BM-MSCs at 5 months after transplantation (Figure 5—figure supplement 1B). However, *Opn* has been shown to be upregulated in settings of inflammation, injury, and migration (Denhardt et al., 2003; Wang et al., 2017a; Zou et al., 2013). Therefore, the moderate increase in *Opn* expression level in graft BM-MSCs compared to steady-state BM-MSCs could be due to a residual inflammatory effect of bone transplantation. These results show that P-SSCs can both migrate into the bone marrow cavity and upregulate HSC maintenance genes to support hematopoiesis.

To confirm these results, we took advantage of a previously described transgenic mouse model in which an inducible Cre is placed under the promoter of the *Periostin* gene (*Postn^MCM^*), hereafter referred to as *Postn^Cre-ER^* (Kanisicak et al., 2016). *Postn* encodes the secreted matricellular protein Periostin, and is highly expressed by periosteal cells and upregulated during bone healing and formation (Duchamp de Lageneste et al., 2018). While *Postn* is expressed by multiple cell types, including but not limited to osteoblasts and fibroblasts (Horiuchi et al., 1999; Oshima et al., 2002; Oka et al., 2007), its high expression in P-SSCs compared with BM-MSCs (Figure 6—figure supplement 1A) makes it a useful marker to distinguish endogenous BM-MSCs from periosteum-derived BM-MSCs after bone transplantation. We crossed the *Postn^Cre-ER^* line with *Rosa26*^LSL-tdTomato^ reporter (Tomato) mice to be able to lineage trace P-SSCs. We transplanted femurs from *Postn^Cre-ER^*;tdTomato mice into WT CD45.2 recipient mice, and then injected the host mice with tamoxifen shortly after transplantation to induce Cre recombination and Tomato expression in periosteal cells (Figure 6A). At early time points following bone transplantation, we see Tomato^+^ cells confined to the periosteum and located perivascularly. At 21 days after transplantation, we observe Tomato^+^ cells migrating into the bone marrow (Figure 6B). By 5 months after transplantation, we observe robust Tomato^+^ labeling in the bone marrow located around the vasculature by confocal imaging (Figure 6—figure supplement 1B), consistent with our prior observations (Figure 5C). Additionally, flow cytometric analysis revealed that an average of 85.4% (range: 65.0–94.5%) of the BM-MSCs within the engrafted bone marrow were Tomato^+^, indicating a periosteal origin (Figure 6C, Figure 6—figure supplement 1C).

**Figure 6.**
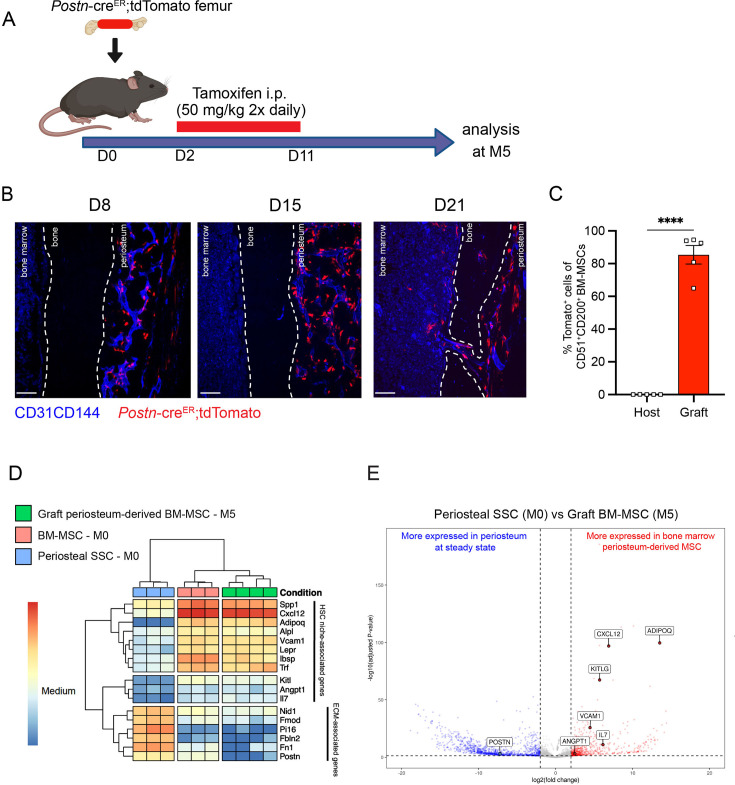
Periosteum-derived graft bone marrow mesenchymal stem cells (BM-MSCs) adopt characteristics of baseline BM-MSCs, including the expression of hematopoietic stem cell (HSC)-niche factors. (**A**) Schematic illustration of the transplantation of a *Postn*^Cre-ER^;tdTomato femur into a WT recipient mouse. (**B**) Representative whole-mount confocal z-stack projections of transplanted *Postn*^Cre-ER^;tdTomato femurs into a WT recipient 8-, 15-, and 21 days after transplantation. Two to three independent experiments yielded similar results. Scale bar = 100 µm. (**C**) Percentage of graft periosteum-derived BM-MSCs labeled Tomato^+^ 5 months after transplantation of a bone from a *Postn*^Cre-ER^;tdTomato mouse into a WT recipient (*n* = 5). (**D**) Heatmap expression level of selected genes defined by previous studies for HSC-niche cells and extracellular matrix genes (*n* = 3–4). (**E**) Volcano plot of P-SSCs compared to graft BM-MSCs showing higher expression of HSC-niche-associated genes in graft BM-MSCs. Data are represented as the mean ± SEM. Unless otherwise noted, statistical significance was determined using unpaired two-tailed Student’s *t*-test. ****p < 0.0001. This figure was created with BioRender.com.

**Figure 6—figure supplement 1.**
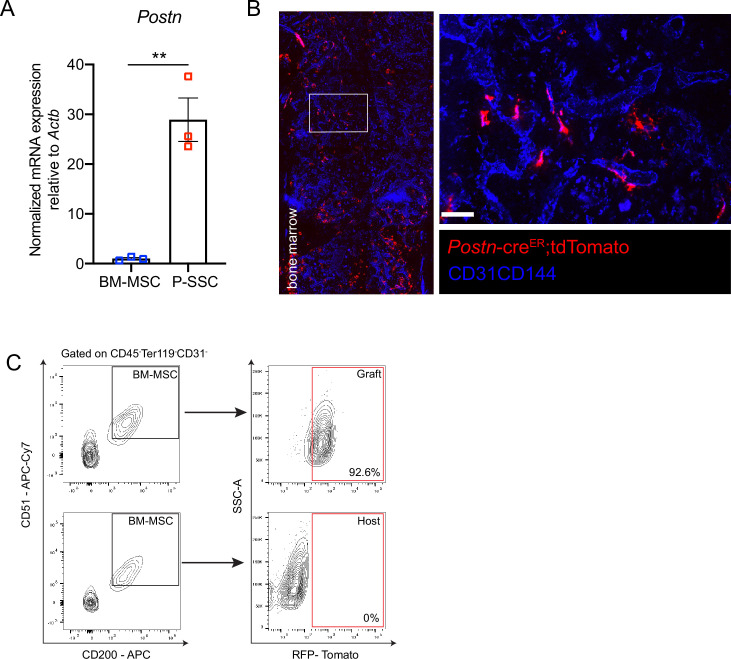
*Postn-*Cre^ER^;tdTomato can be used to lineage trace periosteal skeletal stem cells (SSCs) and label periosteum-derived bone marrow mesenchymal stem cells (BM-MSCs). (**A**) *Postn* expression in sorted, steady-state CD51+CD200+ BM-MSCs and P-SSCs from CD45.2 WT mice (*n* = 3). (**B**) Representative whole-mount confocal z-stack projections of bone marrow from *Postn*^Cre-ER^;tdTomato femurs into a WT recipient mouse 5 months after transplantation. Three independent experiments yielded similar results. Scale bar = 50 μm (right panel). (**C**) Representative FACS plots showing gating strategy for identifying Tomato^+^ BM-MSCs. Data are represented as mean ± SEM. Unless otherwise noted, statistical significance was determined using unpaired two-tailed Student’s *t*-test. **p < 0.01.

**Figure 6—figure supplement 2.**
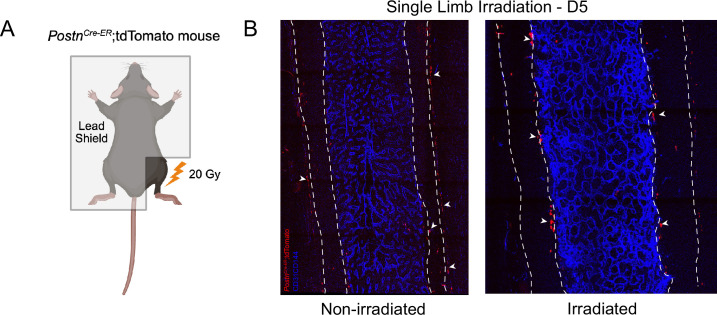
Single limb irradiation of *Postn*^Cre-ER^;tdTomato mice. (**A**) Schematic diagram representing single limb irradiation of *Postn*^Cre-ER^;tdTomato mice. (**B**) Whole-mount confocal z-stack projections of bone marrow 5 days later. White arrows point at areas of Tomato labeling along the periosteum and cortical bone. This figure was created with BioRender.com.

**Figure 6—figure supplement 3.**
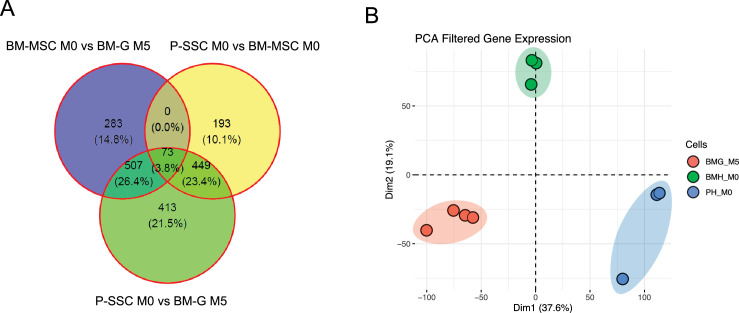
Graft Tomato^+^ bone marrow mesenchymal stem cells (BM-MSCs) derived from P-SSCs exhibit profile similar to that of steady-state BM-MSCs. (**A**) Venn diagram of RNA sequencing analysis comparing the numbers of differentially expressed genes between the groups. (**B**) 2D principal component analysis (PCA) plot showing variance between graft BM-MSCs at 5 months post-transplantation, and BM-MSCs and P-SSCs at steady state (*n* = 3–4).

We then wanted to assess our *Postn* mouse model using irradiation as a more physiologically relevant model of bone marrow injury, and to compare the effects of localized irradiation to femur transplantation on P-SSC plasticity. Single hindlimbs of *Postn^Cre-ER^*;tdTomato mice were irradiated in order to compare the effects of irradiation within the same mouse (Figure 6—figure supplement 2A). While a clear difference in the architecture of bone marrow vasculature was observed between the non-irradiated and irradiated limbs, no difference in P-SSCs expansion or migration into the bone marrow was detected, contrasting with the findings in our femur transplant model (Figure 6—figure supplement 2B). This observation suggests that bone transplantation results in a more severe injury to the bone marrow compared to localized irradiation, thereby enabling the assessment of BM-MSCs’ recovery after more severe injury. However, it is also conceivable that stronger irradiation or a longer observation period would be necessary to observe a similar phenotype.

To examine changes in periosteum-derived BM-MSCs at the gene expression level, we performed bulk RNA sequencing on sorted CD51^+^CD200^+^Tomato+ BM-MSCs from graft *Postn^Cre-ER^*;tdTomato femurs at 5 months after transplantation and on sorted steady-state CD51^+^CD200^+^ BM-MSCs and P-SSCs. Venn diagram and principal component analysis revealed that periosteum-derived graft BM-MSCs display a gene expression profile distinct from that of both steady-state BM-MSCs and steady-state P-SSCs (Figure 6—figure supplement 3A, B). Consistent with our previous tracing experiment using UBC-GFP periosteum (Figure 5D), we observed an upregulation of HSC-niche-associated maintenance genes in the 5-month-old graft BM-MSCs compared to P-SSCs at steady state (Figure 6D, E). We also observed the downregulation of *Postn* and other extracellular matrix-related genes, such as fibronectin (*Fn1*) and fibromodulin (*Fmod*), in periosteum-derived graft BM-MSCs compared with P-SSCs at steady state (Figure 6D, E). Taken together, our results indicate that P-SSCs can be reprogrammed and adapt a niche-supportive phenotype akin to native BM-MSCs after migrating into the bone marrow following acute stress and subsequent regeneration.

## Discussion

Bone marrow regeneration is a critical process that enables the recovery of hematopoiesis after injury such as irradiation or chemotherapy. Bone marrow mesenchymal stromal cells represent a key component of the bone marrow microenvironment. These stromal cells play a crucial role in regulating the self-renewal, differentiation, and proliferative properties of HSCs. The periosteum, a thin membrane that is highly vascularized and innervated, is located on the outside of the bone. This membrane contains numerous skeletal stromal cells, which play a pivotal role in maintaining the bone tissue and facilitating post-fracture healing. While the bone marrow microenvironment at steady state has been extensively studied, the mechanisms of bone marrow regeneration and stromal recovery remain poorly understood. Furthermore, data related to the functions of P-SSC beyond their established role in bone maintenance and fracture healing remain scarce. The objective of this study was to develop and characterize a model of whole bone transplantation in order to study bone marrow regeneration in mice. In this model, severe injury to hematopoietic and stromal cells within the bone marrow is induced, allowing for the investigation of the regeneration process of both cell populations. We found that the total graft bone marrow cellularity and BM-MSC cellularity demonstrate a gradual increase over time, ultimately reaching levels comparable to steady-state levels by 5-month post-transplantation. The 5-month time point was subsequently employed for further analyses. Prior research has emphasized the significance of stromal integrity for the recovery of HSCs following irradiation or chemotherapy (Banfi et al., 2001; Lucas et al., 2013; Hérodin and Drouet, 2005). The findings of our study indicate that, while initially impacted by the stress associated with transplantation, BM-MSCs ultimately demonstrate their capacity to regenerate and sustain hematopoiesis within the engrafted femur. Furthermore, our findings indicate that hematopoietic progenitors derived from the graft femur are capable of engraftment in secondary recipient mice, thereby facilitating multi-lineage reconstitution. This model system recapitulates a recovering bone marrow microenvironment. Furthermore, it allows for genetic in vivo analysis of bone marrow regeneration. Consequently, bone transplantation can be employed as a valuable tool in future studies for investigating bone marrow regeneration.

The origin of endothelial progenitors in the bone marrow is not well defined. A recent study showed that during bone marrow regeneration after chemotherapy, sinusoidal and arteriolar vessels are derived from distinct progenitors (Xu et al., 2018). Intriguingly, in the present study, we observed that endothelial cells within the graft originate from both the graft and host, which supports the hypothesis that different progenitors contribute to the bone marrow vascular network. Therefore, it is likely that endothelial regeneration in the graft, and vascular anastomoses between the host and graft femur are also important for the hematopoietic regeneration process. Further studies are needed to clarify the respective contributions of graft- and host-derived endothelial progenitors and the relative contributions of these different progenitor populations to regeneration of the vascular network and to hematopoietic regeneration.

Our results also highlight the high resilience and plasticity of P-SSCs and reveal their potential contribution to the bone marrow stromal network and bone marrow regeneration. At steady state, P-SSC do not express HSC maintenance genes, such as *Kitl* and *Cxcl12*, and the potential capacity of P-SSC to support HSCs has not been previously addressed. Unexpectedly, our results show that in our model, P-SSCs can migrate to the bone marrow and adopt a phenotype similar to that of BM-MSCs. Therefore, it is possible that P-SSCs can be harvested and manipulated as a source of BM-MSCs. Interestingly, we did not observe a similar migration and plasticity of P-SSCs in the context of localized femur irradiation. This observation suggests that femur transplantation introduces a greater stress on the bone marrow than irradiation, and that this increased level of stress is required to induce P-SSC plasticity and migration into the bone marrow.

In accordance with our findings, a recent study employing Gli1 to trace P-SSC demonstrated the localized expression of *Kitl* and *Cxcl12* by P-SSCs at the fracture site (Jeffery et al., 2022). However, this model was not designed to specifically address the role of P-SSC in bone marrow regeneration. Furthermore, niche-specific genes were only expressed by cells adjacent to the fracture callus. Although we did not find a baseline difference in *Gli1* expression between BM-MSCs and P-SSCs in our RNA sequencing analysis, this may be due to the differences in surface markers and reporters used to identify P-SSCs and BM-MSCs. In the same study, authors did not find expression of reporters in the periosteum using the *Postn*^Cre-ER^ mice. It is likely that this discrepancy is attributable to differences in generation of the Postn-Cre mice used. Indeed, previous studies have demonstrated that, compared to steady state, the *Postn* gene is upregulated following the activation of P-SSC, which is clearly evident in the context of whole bone transplantation (Duchamp de Lageneste et al., 2018). The results of our flow cytometry and imaging analyses demonstrate that P-SSC is specifically labeled at early time points following the transplantation of grafts from *Postn*^Cre-ER^ mice. Therefore, we show a novel application for the use of the inducible *Postn*^Cre-ER^ mice to differentiate between BM-MSCs and P-SSCs in vivo. Accordingly, Duchamp de Lageneste et al. demonstrated that periostin contributes to the highly regenerative nature of P-SSCs compared to BM-MSCs (Duchamp de Lageneste et al., 2018). While previous studies have used *Prx1* and *Ctsk-*Cre models, these models do not adequately allow the distinction between P-SSCs and BM-MSCs, likely due to their common embryonic origin (Duchamp de Lageneste et al., 2018; Debnath et al., 2018; Bianco and Gehron Robey, 2000). Periostin is a well-studied protein that has been shown to interact with extracellular matrix proteins and plays a key role in tissue regeneration and cancer progression, promoting proliferation, invasion, and anti-apoptotic signaling (González-González and Alonso, 2018; Bao et al., 2004; Butcher et al., 2007; Conway et al., 2014). Therefore, it is possible that periostin contributes to P-SSC proliferation and migration into the bone marrow, which would be an interesting area for future investigation.

Additionally, our findings illustrate the differential stress response between BM-MSCs and P-SSCs. While BM-MSCs are renowned for their resilience to stress, our findings illustrate that P-SSCs exhibit an even greater resistance to stress, which is attributed, at least in part, to their distinctive metabolic profile (Morikawa et al., 2009; Haas et al., 1969). Given that differences in apoptosis were observed between BM-MSCs and P-SSCs, even when they were cultured ex vivo under identical stress culture conditions with identical oxygen tension, it can be concluded that the observed differences between P-SSCs and BM-MSCs are due to intrinsic cellular properties rather than their anatomical location. Nevertheless, additional studies are required to elucidate the underlying mechanism responsible for the observed relative stress resistance of P-SSCs.

In conclusion, we have used a whole bone transplantation model to study bone marrow regeneration in vivo in response to acute injury using genetic tools. Our study has shown that through their high level of resilience and plasticity, P-SSCs can facilitate BM-MSC regeneration. Our data suggest that P-SSCs are able to contribute to hematopoietic cell recovery under stress conditions.

## Materials and methods

### Mice

Mice were maintained under specific pathogen-free conditions in a barrier facility in microisolator cages. This study complied with all ethical regulations involving experiments with mice, and the Institutional Animal Care and Use Committee of Albert Einstein College of Medicine approved all experimental procedures, based on protocol #00001101. C57BL/6J mice (stock #000664), B6.129-Postn^tm2.1(cre/Esr1*)Jmol^/J (Kanisicak et al., 2016) mice (stock #029645), *Gt(ROSA)26Sor^tm4(ACTB-tdTomato,-EGFP)Luo^/J* (Rosa26*^mT/mG^*) mice (stock #007576), and C57BL/6-Tg(UBC-GFP)30Scha/J (stock #004353) mice were ordered from Jackson Laboratory and then bred in our facilities. *Nestin*-GFP (Méndez-Ferrer et al., 2010) mice were kindly provided by G. Enikolopov and then bred in our facilities. Cdh5 (VE-cadherin)-CreER; iTdTomato (Wang et al., 2010) mice were kindly provided by R. H. Adams (Max Planck Institute for Molecular Biomedicine, Germany) and then bred in our facilities. Unless otherwise specified, 6- to 12-week-old mice were used for the experiments. For all analytical and therapeutic experiments, sex-matched animals from the same age group were randomly assigned to experimental groups.

### Bone transplantation procedure

Donor mice were anesthetized with isoflurane and euthanized by cervical dislocation. Femurs were isolated and preserved in an ice-cold phosphate-buffered saline (PBS) solution with 1% fetal bovine serum (FBS). Recipient mice were anesthetized with a ketamine/xylazine intraperitoneal injection (10 µl/g). Donor femurs were subcutaneously implanted in the back of the recipient mice, and the skin was sutured with a non-absorbable polyamide 5/0 silk. Mice were allowed to recover under a heat lamp until awake and monitored daily for up to a week post-surgery.

### In vivo treatment

For lineage tracing experiments using femurs from Postn^tm2.1(cre/Esr1*)Jmol^/J donor mice, tamoxifen (1 mg/mouse) was administered intraperitoneally to recipient mice twice daily for 10 consecutive days starting at day 2 post-transplantation.

### Bone marrow transplantation

Non-competitive repopulation assays were performed using CD45.1 and CD45.2 mice. Recipient mice were lethally irradiated (12 Gy, two split doses) in a Cesium Mark 1 irradiator (JL Shepherd & Associates). A total of 1 × 10^6^ CD45.2^+^ bone marrow nuclear cells from either the graft or host femurs were obtained at 5 months after transplantation and injected retro-orbitally into irradiated CD45.1^+^ mice. Mice were bled retro-orbitally every 4 weeks after bone marrow transplantation, and peripheral blood was analyzed for engraftment and repopulation up to 16 weeks.

### Preparation of single-cell suspensions

To isolate P-SSCs, muscle tissue was carefully removed using scissors and intact bones were submerged for 30 min in ice-cold PBS with 1% FBS. The periosteum was carefully removed with a surgical blade, and mechanical dissociation was performed using scissors. Enzymatic dissociation was performed by incubating the periosteum fragments for 45 min at 37°C in digestion buffer (Hank’s balanced salt solution (Gibco) containing 1 mg ml^−1^ collagenase type IV (Gibco) and 2 mg ml^−1^ dispase (Gibco)) on a rotator. Bone marrow cells were obtained by flushing and dissociating using a 1-ml syringe with PBS via a 21-gauge needle. For analysis of stromal and endothelial cell populations, intact bone marrow plugs were flushed into digestion buffer using 21- or 25-gauge needles and incubated at 37°C for 30 min with manual mixing every 10 min. After bone marrow and periosteum isolation, the remaining compact bone was crushed, mechanically dissociated using scissors as previously described (Gulati et al., 2018) and digested in the digestion buffer, rotating for 45 min at 37°C. Enzymatic digestion was stopped by adding ice-cold PEB buffer (PBS with 0.5% BSA and 2 mM EDTA).

### Flow cytometry and cell sorting

For FACS analysis and sorting, red blood cells were lysed (distilled H_2_O containing 155 mM ammonium chloride, 10 mM potassium bicarbonate, and 0.5 M EDTA) and washed in ice-cold PEB (PBS containing 0.5% BSA and 2 mM EDTA) before staining with antibodies in PEB for 20 min on ice. Dead cells and debris were excluded by FSC (forward scatter), SSC (side scatter), and DAPI (4′,6-diamino-2-phenylindole; Sigma). FACS analyses were carried out using BD LSRII flow cytometry (BD Biosciences) and cell sorting experiments were performed using a MoFlo Astrios (Beckman Coulter). Data were analyzed with FlowJo 10.4.0 (LCC) and FACS Diva 6.1 software (BD Biosciences). Antibodies used for FACS can be found in Supplementary file 1. For metabolic assays, cells were first stained with cell surface markers prior to labeling with metabolic dyes. For cellular ROS quantification, cells were incubated with DHE (5 µM; Molecular Probes) for 20 min at 37°C in PBS. Glucose uptake quantification was performed by incubating the cells in DMEM without glucose (Gibco) containing Glutamax (1:100; Gibco) and 2-NBDG (17 µmol m^l–1^; Cayman Chemical Company) for 30 min at 37°C.

### CFU-F assays

For CFU-F and stromal cell culture, CD45^−^Ter119^−^CD31^−^CD51^+^CD200^+^ stromal cells isolated from bone marrow and periosteum were sorted and plated at a clonal density (1000 cell/well) in α-MEM (Gibco) containing 20% FBS (HyClone), 10% MesenCult Stimulatory supplement (StemCell Technologies), and 1% penicillin–streptomycin. Half of the medium was changed at day 7. Cells were cultured for 12–14 days, at the end of which the colonies were scored.

### Osteogenic, adipogenic, and chondrogenic differentiation assays

Trilineage differentiation assays toward the osteogenic, adipogenic, and chondrogenic lineages were performed as previously described (Pinho et al., 2013), with minor modifications. Briefly, cells were treated with StemXVivo Osteogenic, Adipogenic, or Chondrogenic mouse differentiation media, according to the manufacturer’s instructions (R&D Systems). All cultures were maintained with 5% CO_2_ in a water-jacketed incubator at 37°C. Osteogenic differentiation was revealed by Alizarin Red S staining. Adipocytes were identified by the typical production of lipid droplets and Bodipy (Invitrogen) staining. Chondrocytes were revealed by Alcian Blue staining.

### Ex vivo culture nutrient deprivation assay

Whole bone marrow from one femur and whole periosteum from two femurs were isolated and digested as previously described and plated in α-MEM (Gibco) containing 20% FBS (HyClone), 1% penicillin–streptomycin, 1% L-glutamine, and βFGF. The medium was changed every 3–4 days. Once a plate reached near confluence, CD45 lineage depletion was performed on both bone marrow and periosteum fractions. Cells were then counted and plated in 12- or 24-well plates at approximately 5000 cells/cm^2^. Once the plates reached near confluence, media was switched to α-MEM without FBS, 1% L-glutamine, and βFGF. Twelve hours after the medium was switched to 0% FBS medium, the cells were trypsinized, spun down, and stained for cell surface markers. After 4–5 days, flow cytometric apoptosis quantification was performed using the CellEvent Caspase 3/7 kit (Thermo Fisher) following the manufacturer’s recommendations.

### Immunofluorescence imaging of bone sections

To stain blood vessels, anti-CD31 and anti-CD144 antibodies were injected intravenously into mice (10 μg, 20 μl of 0.5 μg μl^−1^) and mice were sacrificed for analysis at 10 min after injection. For frozen sections of long bones, femurs and tibias were fixed in 4% paraformaldehyde (PFA) overnight at 4°C. For cryopreservation, the bones were incubated sequentially in 10%, 20%, and 30% sucrose/PBS at 4°C for 1 hr each and embedded and flash frozen in SCEM embedding medium (SECTION-LAB). Frozen sections were prepared at 20 μm thickness with a cryostat (CM3050, Leica) using the Kawamoto’s tape transfer method (Kawamoto and Shimizu, 2000). For immunofluorescence staining, sections were rinsed with PBS, post-fixed with 4% cold PFA for 10 min, followed by blocking with 20% donkey serum (DS; Sigma) in 0.5% Triton X-100/PBS for 3 hr at room temperature (20–25°C). For perilipin staining, sections were incubated for 1 hr at room temperature in saturation buffer (PBS-DS 10%). The rabbit polyclonal anti-perilipin antibody (clone: D1D8; Cat: 9349; Cell Signaling Technology) was used at 1:100 dilution in 2% DS 0.1% Triton X-100/PBS overnight at 4°C. Periostin staining was performed using whole-mount femur imaging. The bone marrow was exposed by shaving the bone using a cryostat (CM3050, Leica). Shaved femurs were fixed 30 min at 4°C in PBS/PFA 4%. Samples were then incubated in the saturation buffer (PBS-DS 10%) during 1 hr at room temperature. Polyclonal goat anti-periostin antibody (Cat: AF2955; R&D) and monoclonal rat anti-endomucin antibodies (clone: V.7C7; Cat: sc-65495; Santa Cruz) were used at a 1:100 dilution overnight at 4°C in PBS-DS 2%. When necessary, primary antibody staining was followed by three washes with 2% DS 0.1% Triton X-100/PBS and a 30-min incubation with Alexa Fluor 568 or Alexa Fluor 488-conjugated secondary antibodies (Invitrogen) and 0.2% DAPI (Sigma).

### Image acquisition

All images were acquired at room temperature using a Zeiss Axio examiner D1 microscope (Zeiss) with a confocal scanner unit (Yokogawa) and reconstructed in three dimensions with Slide Book software (Intelligent Imaging Innovations). Image analysis was performed using both Slide Book software (Intelligent Imaging Innovations) and the Fiji build of ImageJ (NIH).

### Single limb irradiation

Mice were anesthetized using isoflurane chamber and kept anesthetized throughout the procedure. Mice were irradiated using the Small Animal Radiation Research Platform, SARRP (XStrahl, Surrey, UK). Whole body lead shielding protected the mice except for one hindlimb which was protruding out from under the shield and irradiated to 20 Gy for 319 s in a single fraction. Mice were left under the heat lamp until they recovered.

### RNA isolation and quantitative real-time PCR

mRNA was purified using the Dynabeads mRNA DIRECT Micro Kit (Life technologies – Invitrogen) by directly sorting stromal cells into lysis buffer, and reverse transcription was performed using RNA to cDNA EcoDry Premix (Clontech – Takara Bio) following the manufacturer’s instructions. The SYBR green (Roche) method was used for quantitative PCR using the QuantStudio 6 Flex system (Applied Biosystems, Thermo Fisher). All mRNA expression levels were calculated relative to *Gapdh* or *Actb*. Supplementary file 2 lists the primer sequences used.

### RNA sequencing and analysis

Total RNA from 1000 to 3000 sorted steady BM-MSCs, steady-state P-SSCs, graft P-SSCs, and graft BM-MSCs was extracted using the RNAeasy Plus Micro kit (QIAGEN) and assessed for integrity and purity using an Agilent Bioanalyzer. When applicable, RNA from two mice was combined; however, each replicate contained RNA from distinct mice. RNA-seq data generated from Illumina Novaseq6000 were processed using the following pipeline. Briefly, clean reads were mapped to the mouse genome (GRCm38) using Spliced Transcripts Alignment to a Reference (STAR 2.6.1d). Gene expression levels were calculated and differentially expressed genes were identified using DESeq2 and enriched using clusterProfiler. All RNA sequencing data are available under the SuperSeries dataset GSE222272 in GEO omnibus.

### Statistical analysis

All data are presented as the mean ± SEM. *N* represents the number of mice in each experiment, as detailed in the figure legends. No statistical method was used to predetermine sample sizes; sample sizes were determined by previous experience with similar models of hematopoiesis, as shown in previous experiments performed in our laboratory.  Statistical significance was determined by an unpaired, two-tailed Student’s *t*-test to compare two groups or a one-way ANOVA with multiple group comparisons. Statistical analyses were performed, and data presented using GraphPad Prism 8 (GraphPad Software), FACS Diva 6.1 software BD Biosciences, FlowJo 10.4.0 (LLC), Slide Book Software 6.0 (Intelligent Imaging Innovations), and QuantStudio 6 Real-Time PCR Software (Applied Biosystem, Thermo Fisher). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## Data Availability

All RNA sequencing data are available under the SuperSeries dataset GSE222272 in GEO omnibus. The following dataset was generated: MarchandT AkinnolaM 2023Periosteal skeletal stem cells can migrate into the bone marrow and support hematopoiesis after injuryNCBI Gene Expression OmnibusGSE22227210.7554/eLife.101714PMC1209778940401637

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*M. musculus*)	B6.129S-*Postn^tm2.1(cre/Esr1*)Jmol^*/J	Kanisicak et al., 2016	Strain #:029645 RRID:IMSR_JAX:029645	
Strain, strain background (*M. musculus*)	Nestin-GFP	Méndez-Ferrer et al., 2010	Strain #:033927 RRID:IMSR_JAX:033927	
Strain, strain background (*M. musculus*)	Gt(ROSA)26Sortm4(ACTB-tdTomato,-EGFP)Luo/J (RosamT/mG)	Muzumdar et al., 2007	Strain #:007576 RRID:IMSR_JAX:007576	
Strain, strain background (*M. musculus*)	C57BL/6-Tg(UBC-GFP)30Scha/J	Liu et al., 2020	Strain #:004353 RRID:IMSR_JAX:004353	
Strain, strain background (*M. musculus*)	Cdh5-CreER; iTdTomato	H. Adams (Max Planck Institute for Molecular Biomedicine, Germany)		
Strain, strain background (*M. musculus*)	C57BL/6	The Jackson Laboratory/ Bred in lab	Strain #:000664 RRID:IMSR_JAX:000664	
Antibody	anti-streptavidin FITC/ APC-Cy7	Invitrogen	RRID:AB_10053373 (FITC), AB_10054651 (APC-Cy7)	FC (1:100)
Antibody	anti-CD45 APC-eFluor 780/Pacific Blue	Invitrogen (APC-eFluor 780), Biolegend (Pacific Blue)	APC- eFluor 780 (RRID:AB_1548781), Pacific Blue (RRID:AB_493535)	Clone: 30-F11 FC (1:100)
Antibody	anti-CD11b AF647	Biolegend	RRID:AB_389327	Clone: M1/70 FC (1:100)
Antibody	anti-CD4 PE-Cy7	Invitrogen	RRID:AB_469576	Clone: GK1.5 FC (1:100)
Antibody	anti-CD8a PE-Cy7	Invitrogen	RRID:AB_469584	Clone: 53-6.7 FC (1:100)
Antibody	anti-B220 PerCP-Cy5.5	Invitrogen	RRID:AB_1107006	Clone: RA3-6B2 FC (1:100)
Antibody	anti-CD45.1 PE	Biolegend	RRID:AB_389327	Clone: A20 FC (1:100)
Antibody	anti-CD45.2 FITC	Biolegend	RRID:AB_313442	Clone: 104 FC (1:100)
Antibody	anti-CD144 AF647	Biolegend	RRID:AB_10568319	Clone: BV13 FC (1:100) IF (1:10)
Antibody	anti-Gr-1 APC-eFluor 780	Invitrogen	RRID:AB_2534437	Clone: RB6-8C5 FC (1:100)
Antibody	anti-Ter119 Pacific Blue/ APC-eFlour 780	Biolegend (Pacific Blue), Invitrogen (APC- eFluor 780)	RRID:AB_1548786 (APC- eFluor 780), AB_225116 (Pacific Blue)	Clone: Ter-119 FC (1:100)
Antibody	anti-CD31 PE-Cy7/AF647	Biolegend	RRID:AB_830756 (PE-Cy7), AB_493410 (AF647)	Clone: 390 FC (1:100) IF (1:10)
Antibody	anti-CD51 biotin/ PE	Biolegend (biotin), Invitrogen (PE)	RRID:AB_313072 (biotin), AB_465704 (PE)	Clone: RMV-7 FC (1:100)
Antibody	anti-CD200 APC	Biolegend	RRID:AB_10900447	Clone: OX-90 FC (1:100)
Antibody	Anti-perilipin rabbit polyclonal	Cell Signalling Technology	Catalog #: 9349	Clone D1D8 IF (1:100)
Antibody	Anti-periostin goat polyclonal	R&D	Catalog #: AF2955	IF (1:100)
Antibody	Anti-endomucin rat monocloncal	Santa Cruz	Catalog #: sc-65495	Clone: V.7C7 (1:100)
Chemical compound	Collagenase Type IV	Gibco	Catalog #: 17104019	
Chemical compound	Dispase II	Gibco	Catalog #: 17105041	
Chemical compound	Glutamax	Gibco	Catalog #: 35050061	(1:100)
Chemical compound	10% MesenCult Stimulatory Supplement	StemCell Technologies	Catalog #: 05402	
Chemical compound	2-NDBG	Cayman Chemical Company	Catalog #: 11046	
Chemical compound	SCEM embedding media	Section-lab	Kawamoto and Shimizu, 2000	
Chemical Compound	StemXVivo Osteogenic/Adipogenic Base media	R&D Systems	Catalog #: CCM007	
Chemical Compound	StemXVivo Chondrogenic Base Media	R&D Systems	Catalog #: CCM005	
Chemical Compound	StemXVivo Osteogenic Supplement	R&D Systems	Catalog #: CCM009	
Chemical Compound	StemXVivo Chondrogenic Supplement	R&D Systems	Catalog #: CCM006	
Chemical Compound	StemXVivo Adipogenic Supplement	R&D Systems	Catalog #: CCM011	
Commercial assay, kit	Bodipy 493/503	Invitrogen	Catalog #: D3922	
Commercial assay, kit	RNA to cDNA EcoDry Premix	Clontech – Takara Bio	Catalog #: 639543	
Commercial assay, kit	CellEvent Caspase 3/7 Green	Thermo Fisher	Catalog #: C10423	
Commercial assay, kit	RNAeasy Plus Micro Kit	QIAGEN	Catalog #: 74034	
Commercial assay, kit	Dynabeads mRNA DIRECT Micro Kit	Invitrogen	Invitrogen 61021	
Sequence-based reagent	*Cxcl12_F*	This paper	PCR primer	5′-CGCCAAGGTCGTCGCCG-3′
Sequence-based reagent	*Cxcl12_R*	This paper	PCR primer	5′-TTGGCTCTGGCGATGTGGC-3′
Sequence-based reagent	*Kitl_F*	This paper	PCR primer	5′-CCCTGAAGACTCGGGCCTA-3′
Sequence-based reagent	*Kitl_R*	This paper	PCR primer	5′-CAATTACAAGCGAAATGAGAGCC-3′
Sequence-based reagent	*Opn_F*	This paper	PCR primer	5′-AGCAAGAAACTCTTCCAAGCAA-3′
Sequence-based reagent	*Opn_R*	This paper	PCR primer	5′-GTGAGATTCGTCAGATTCATCCG-3′
Sequence-based reagent	*Angpt1_F*	This paper	PCR primer	5′-CTCGTCAGACATTCATCATCCAG-3′
Sequence-based reagent	*Angpt1_R*	This paper	PCR primer	5′-CACCTTCTTTAGTGCAAAGGCT-3′
Sequence-based reagent	*Vcam1_F*	This paper	PCR primer	5′-GACCTGTTCCAGCGAGGGTCTA-3′
Sequence-based reagent	*Vcam1_R*	This paper	PCR primer	5′-CTTCCATCCTCATAGCAATTAAGGTG-3′
Sequence-based reagent	*Cdkn1a_F*	This paper	PCR primer	5′-CCTGGTGATGTCCGACCTG-3′
Sequence-based reagent	*Cdkn1a_R*	This paper	PCR primer	5′-CCATGAGCGCATCGCAATC-3′
Sequence-based reagent	*Cdkn1c_F*	This paper	PCR primer	5′-CGAGGAGCAGGACGAGAATC-3′
Sequence-based reagent	*Cdkn1c_R*	This paper	PCR primer	5′-GAAGAAGTCGTTCGCATTGGC-3′
Sequence-based reagent	*Cdk4_F*	This paper	PCR primer	5′-ATGGCTGCCACTCGATATGAA 3′
Sequence-based reagent	*Cdk4_R*	This paper	PCR primer	5′-TCCTCCATTAGGAACTCTCACAC-3′
Sequence-based reagent	*Sod1_F*	This paper	PCR primer	5′-TGGTGGTCCATGAGAAACAA-3′
Sequence-based reagent	*Sod1_R*	This paper	PCR primer	5′-GTTTACTGCGCAATCCCAAT-3′
Sequence-based reagent	*Gls_F*	This paper	PCR primer	5′-TTCGCCCTCGGAGATCCTAC-3′
Sequence-based reagent	*Gls_R*	This paper	PCR primer	5′-CCAAGCTAGGTAACAGACCCT-3′
Sequence-based reagent	*Gpx1_F*	This paper	PCR primer	5′-AGTCCACCGTGTATGCCTTCT-3′
Sequence-based reagent	*Gpx1_R*	This paper	PCR primer	5′-GAGACGCGACATTCTCAATGA-3′
Sequence-based reagent	*Postn_F*	This paper	PCR primer	5′-CCTGCCCTTATATGCTCTGCT-3′
Sequence-based reagent	*Postn_R*	This paper	PCR primer	5′-AAACATGGTCAATAGGCATCACT-3′
Sequence-based reagent	*Gapdh_F*	This paper	PCR primer	5′-TGTGTCCGTCGTGGATCTGA-3′
Sequence-based reagent	*Gapdh_R*	This paper	PCR primer	5′-CCTGCTTCACCACCTTCTTGA-3′
Sequence-based reagent	*Actb_F*	This paper	PCR primer	5′-GCTTCTTTGCAGCTCCTTCGT-3′
Sequence-based reagent	*Actb_R*	This paper	PCR primer	5′-ATCGTCATCCATGCCGAACT-3′
Other	DAPI	Sigma	Prod #: D9542

# Supplementary material for: Periosteal skeletal stem cells can migrate into the bone marrow and support hematopoiesis after injury
**Source:** eLife. 2025 May 22;13:RP101714. doi: 10.7554/eLife.101714
**Supplement:** Supplementary file 1.

**Supplementary Table 1: Flow Cytometry Antibodies**

| **Antibody** | **Clone** | **Fluorochrome (Manufacturer)** |
| --- | --- | --- |
| anti-CD45 | 30-F11 | APC-Cy7 (Invitrogen), Pacific Blue (Biolegend) |
| anti-Ter119 | Ter-119 | APC-Cy7 (Invitrogen), Pacific Blue (Biolegend) |
| anti-CD31 | 390 | PE-Cy7 (Biolegend), AF647 (Biolegend) |
| anti-CD51 | RMV-7 | biotin (Biolegend), PE (Invitrogen) |
| anti-CD200 | OX-90 | APC (Biolegend) |
| anti-CD140α | APA5 | PE-Cy7 (Invitrogen), APC (Biolegend) |
| anti-strepavidin | (n/a) | FITC (Invitrogen), APC-Cy7 (Invitrogen) |
| anti-CD11b | M1/70 | AF647 (Biolegend) |
| anti-CD4 | GK1.5 | PE-Cy7 (Invitrogen) |
| anti-CD8a | 53-6.7 | PE-Cy7 (Invitrogen) |
| anti-B220 | RA3-6B2 | PerCP-Cy5.5 (Invitrogen) |
| anti-CD45.1 | A20 | PE (Biolegend) |
| anti-CD45.2 | 104 | FITC (Biolegend) |
| anti-Ki67 | SolA15 | FITC (Invitrogen) |
| anti-CD144 | BV13 | AF647 (Biolegend) |
| anti-Gr-1 | RB6-8C5 | APC-Cy7 (Invitrogen) |

# Supplementary material for: Periosteal skeletal stem cells can migrate into the bone marrow and support hematopoiesis after injury
**Source:** eLife. 2025 May 22;13:RP101714. doi: 10.7554/eLife.101714
**Supplement:** Supplementary file 2.

| **Primer** | **Forward Sequence (5’ 🡪 3’)** | **Reverse Sequence (5’ 🡪 3’)** |
| --- | --- | --- |
| *Cxcl12* | 5'-CGCCAAGGTCGTCGCCG-3' | 5'-TTGGCTCTGGCGATGTGGC-3' |
| *Kitl* | 5'-CCCTGAAGACTCGGGCCTA-3' | 5'-CAATTACAAGCGAAATGAGAGCC-3' |
| *Opn* | 5'-AGCAAGAAACTCTTCCAAGCAA-3' | 5'-GTGAGATTCGTCAGATTCATCCG-3' |
| *Angpt1* | 5'-CTCGTCAGACATTCATCATCCAG-3' | 5'-CACCTTCTTTAGTGCAAAGGCT-3' |
| *Vcam1* | 5'-GACCTGTTCCAGCGAGGGTCTA-3' | 5'-CTTCCATCCTCATAGCAATTAAGGTG-3' |
| *Cdkn1a* | 5' CCTGGTGATGTCCGACCTG-3' | 5' CCATGAGCGCATCGCAATC-3' |
| *Cdkn1c* | 5-CGAGGAGCAGGACGAGAATC-3' | 5' GAAGAAGTCGTTCGCATTGGC-3' |
| *Cdk4* | 5'-ATGGCTGCCACTCGATATGAA 3' | 5' TCCTCCATTAGGAACTCTCACAC-3' |
| *Sod1* | 5'-TGGTGGTCCATGAGAAACAA-3' | 5'-GTTTACTGCGCAATCCCAAT-3' |
| *Gls* | 5' TTCGCCCTCGGAGATCCTAC-3' | 5' CCAAGCTAGGTAACAGACCCT-3’ |
| *Gpx1* | 5'-AGTCCACCGTGTATGCCTTCT-3' | 5'- GAGACGCGACATTCTCAATGA-3'-3' |
| *Postn* | 5'-CCTGCCCTTATATGCTCTGCT-3' | 5'-AAACATGGTCAATAGGCATCACT-3' |
| *Gapdh* | 5'-TGTGTCCGTCGTGGATCTGA-3' | 5'-CCTGCTTCACCACCTTCTTGA-3' |
| *Actb* | 5' GCTTCTTTGCAGCTCCTTCGT-3' | 5' ATCGTCATCCATGCCGAACT-3' |

**Supplementary Table 2: RT-PCR primer sequences**

How the deposited data were processed for this re-analysis (not part of the article)

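The RNA sequencing compared 3 groups of sorted mouse cells with 3 libraries each: BM-MSCs and P-SSCs at steady state, and graft P-SSCs taken 3 days after bone transplantation. The authors extracted RNA from sorted cells, in some replicates from more than 1 mouse, sequenced it and mapped the reads to GRCm38 with STAR. The deposited values are FPKM, in which the authors divided the fragments on each gene by its length and by the library total, without rounding and without any further normalization between libraries. The authors used DESeq2 and clusterProfiler for their own comparisons. The paper's text does not name the counting tool, the annotation release or the threshold for a differentially expressed gene.

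The table holds 8329 genes, of which 3609 were above 0 in at least 1 library, and 99.9% of the gene identifiers matched the mouse name list used here. Other genes were not analysed here. Of 4837 values above 0 for genes with a single annotated transcript, 99.8% were whole numbers of fragments once the library total was taken from the size of the smallest step. The totals found in this way ranged from 16890241 to 21315438 fragments, and they set the depth: a value of 1 fragment is the smallest that a library can show. For genes with several transcripts the authors' length could not be recovered, so no test for counts was used. Counting error was therefore not modelled apart from the spread between replicates.

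All values were computed with R 4.3.3. FPKM were changed to log2(FPKM + 1), genes with an FPKM of at least 1 in at least 3 of the 9 libraries were kept, which left 1948, and groups were compared with limma 3.58.1 (lmFit, contrasts and eBayes with a trend) in 1 fit of all 9 libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, for the 14 of 22 lists with at least 2 genes tested, with Benjamini-Hochberg adjustment over the lists of a comparison. The S phase and G2/M phase lists came from the Seurat package, and the others were written by hand, after KEGG pathways for the cell cycle, DNA replication, ECM-receptor interaction and glutathione metabolism, because the collections the paper used were not at hand. Most members of each list were not tested: 20 of 123 for the cell cycle, 4 of 35 for DNA replication, 9 of 87 for ECM-receptor interaction and 8 of 60 for glutathione metabolism. Principal components were computed on the 500 most variable genes that passed the filter, centred and not scaled.

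The genes named are those the paper names, at most 3 genes per list with the highest mean FPKM over all libraries, and for each comparison the 3 largest increases and decreases among genes called by limma with a mean of at least 10 FPKM in the higher group and no overlap between the libraries. Genes outside this rule are said to have been chosen after their values were seen.

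The replicate numbers come from the titles of the libraries. A further label of each library, which numbers the preparations, marks replicate 2 of BM-MSCs and of P-SSCs as pools and gives replicate 3 of these groups different numbers, so libraries with the same replicate number need not share mice or a preparation. The paper describes no pairing, and states that each replicate held RNA from distinct mice, so the main comparison has no replicate block and a fit with it was an alternative. Alternatives set before the data were examined changed the pseudocount, the filter on low values, the scaling of the libraries, the libraries in the fit, the replicate block, the trend, the gene list test and the number of genes in the principal components, and left out each library in turn. Preranked enrichment was run with fgsea 1.28.0. Chosen after the data were seen were Reactome gene lists and a correction for the GC share of the first 300 nt of each gene's longest transcript, computed with Biostrings 2.70.1. In its first form the correction also took out each library's level and so fixed the median of all genes, and the form reported as the GC correction was then added, which keeps each library's mean level. Both are reported. Of the genes tested, 99.9% had a GC value.

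The procedures were tested on simulated values for the 1948 genes. With 200 genes changed, limma called 88.0% of them, 3.83% of the calls were genes without a change, and no call had the wrong direction. With no gene changed it made 0 calls. With an added dependence on GC content, 49.4% of the calls were genes without a change, and 7.07% were after the GC correction. In the same simulations, camera called 3 of 100 random lists without a change at an unadjusted p under 0.05. A list of changed genes was called by camera and by fgsea. Random lists do not show how camera treats lists whose genes vary together, so they did not test its fixed inter-gene correlation. With this correlation estimated from the data, camera's adjusted p for the G2/M phase list between P-SSCs and BM-MSCs was 0.411, against 0.0115.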

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

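Apart from the test of the longer digestion, the tests here were chosen after the results were seen.

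The immediate early genes, which the paper does not discuss, were higher in steady-state P-SSCs than in BM-MSCs. All 6 genes tested had a higher mean log2 value, with a mean log2 fold change of 1.86 (adjusted p = 0.0189 from limma's camera test), and each P-SSC library had a higher mean than each BM-MSC library. After adjustment over all genes limma called 3 of the 6, and after adjustment over the list alone 4. *Atf3* had 486.3 ± 187.3 FPKM (SD, n = 3) in P-SSCs and 19.1 ± 8.97 FPKM (SD, n = 3) in BM-MSCs, while *Cyr61* changed by 0.040 on the log2 scale and by -0.020 after the GC correction. Of the 4 splits of the 6 libraries that part all same-numbered pairs, 1 gave as small a p for the immediate early genes, the real one, and it was also the only 1 of all 10. The periosteum was digested longer than the marrow, which may have raised these genes. Graft P-SSCs, which come from the same tissue, did not have lower values of the list than steady-state P-SSCs (mean log2 change 0.49), as either an effect of the digestion or a difference between the tissues would give. *Atf3* fell by 2.33 in the grafts. Without P-SSC replicate 3 the adjusted p was 0.0216. After the GC correction it was 0.0186, with the mean log2 fold change moved from 1.86 to 1.82. Over all alternatives it ranged from 0.00479 to 0.304. A difference between the cells of the periosteum and the marrow cannot be told apart from the effect of the digestion.

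The glycolysis genes were higher in graft than in steady-state P-SSCs, which the paper does not report. All 4 genes tested, *Pgk1*, *Pfkl*, *Pgam1* and *Slc2a1*, of 19 in the list, were higher in the grafts under each scaling tried and were called by limma under both adjustments. *Slc2a1* was named after its values were seen. Their mean log2 fold change was 3.24, or 2.98 relative to the median of all genes (adjusted p = 2.71e-05 from limma's camera test), and each graft library had a higher mean than each steady-state library. *Pgk1* had 641.1 ± 26.7 FPKM (SD, n = 3) in graft P-SSCs and 71.3 ± 5.22 FPKM (SD, n = 3) at steady state. Among the 4 splits that part all same-numbered pairs, 1 gave as small a p for the glycolysis genes, and among all 10 splits 1 did. The library totals overlapped between the groups, with a lowest total of 17685244 fragments in the grafts and a highest of 19756156 at steady state, so library size did not separate the groups. After the GC correction, which left the mean log2 fold change at 3.24, the adjusted p was 5.71e-05. The list of hematopoietic markers, of which *Itgb2* and *Spi1* were tested, was higher in the grafts by a mean of 1.2 with an adjusted p of 0.393, which by itself leaves RNA from hematopoietic cells in the graft open as a source. BM-MSC libraries hold more of this list than the grafts, with a mean log2 change of -1.80 from BM-MSCs to the grafts, yet their means of the glycolysis list were 5.96 to 6.13, against 8.57 to 8.67 in the grafts and 5.17 to 5.53 in steady-state P-SSCs. The genes differed in this, with *Pgk1* at 70.4 FPKM in BM-MSCs and 71.3 FPKM in steady-state P-SSCs, and *Pfkl* at 183.1 and 21.6 FPKM. Judged by the hematopoietic list, RNA such as that in the BM-MSC libraries does not account for the whole rise. The monocyte and macrophage list rose by 1.35 from steady-state to graft P-SSCs, which alone leaves such cells of the graft open as a source. It changed by a mean of -0.22 from BM-MSCs to the grafts, but of its 3 genes 1 was called higher and 1 lower. This mean therefore does not show that both groups hold like amounts of such RNA. The glycolysis list was higher in the grafts than in BM-MSCs by 2.56 (adjusted p = 0.00139 from limma's camera test). Without matched amounts, this difference cannot exclude monocytes and macrophages as a source of the rise. With the inter-gene correlation estimated from the data the adjusted p for glycolysis was 0.160, and over all alternatives it ranged from 1.43e-07 to 0.160. A rise of glycolysis genes in P-SSCs after transplantation remains a hypothesis, and it cannot be told apart from RNA of monocytes and macrophages of the graft.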

How the results depend on the processing

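Most alternatives were set before the data were examined, and the exceptions are the GC corrections, the fit that joins the replicate block with the GC correction, the Reactome lists, and every setting for the immediate early and glycolysis genes. Each alternative changed 1 choice, apart from the joined fit and the TPM scale. The TPM scale raised the sum of each library to 1000000 before the pseudocount was added, so it also lowered the weight of the pseudocount.

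The counts of differing genes stayed within 1.5 times their reported values under all 19 settings. For P-SSCs against BM-MSCs they ranged from 324 to 496 genes, and from 410 to 593 with each library left out. For graft against steady-state P-SSCs they ranged from 522 to 683, and from 450 to 892 with each library left out. For graft P-SSCs against BM-MSCs they ranged from 604 to 1068, and from 555 to 724 with each library left out. The replicate block gave 441, 621 and 755 genes for these comparisons, and the block with the GC correction 455, 662 and 803. The share of higher genes among those called between graft and steady-state P-SSCs was 66.3%, and it was 60.9% on the TPM scale, 50.8% with median-of-ratios scaling, 49.1% with quantile normalization and 69.2% after the GC correction. The form of the GC correction that removes each library's level sets the median by construction, and gave 49.6%. Between P-SSCs and BM-MSCs the share was 40.5%, 48.3% on the TPM scale, 45.2% with median-of-ratios scaling and 47.6% with quantile normalization. Between graft P-SSCs and BM-MSCs the share was 61.4%, 51.6% with median-of-ratios scaling, 51.3% with quantile normalization and 49.9% with the level removed. The balance of higher and lower genes therefore depends on the scaling, and the cause was not tested.

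Among the gene lists for P-SSCs against BM-MSCs, the S phase genes had an adjusted p of 0.0371 on the TPM scale and 0.0257 to 0.206 with each library left out, against 0.0793. The adjusted p of the G2/M phase genes was 0.0608 with preranked fgsea, 0.411 with camera's estimated inter-gene correlation and 0.685 with the Reactome list, and 0.000633 to 0.0280 under the other settings, each with the direction down. The immediate early genes had 0.0959 with preranked fgsea and 0.304 with the estimated correlation. The Hox genes stayed above 0.05 under each of 20 settings, from 0.315 to 0.903.

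Between graft and steady-state P-SSCs, the cell cycle genes had an adjusted p of 0.308 with the estimated correlation, and from 0.00756 to 0.0523 with each library left out. The DNA replication genes had 0.107 with preranked fgsea, 0.368 with the estimated correlation, 0.0996 with the Reactome list and from 0.00919 to 0.0554 with each library left out. Both were above 0.05 without P-SSC replicate 3. The glycolysis genes had 0.160 with the estimated correlation. With the replicate block, the adjusted p was 0.00979 for the cell cycle genes, 0.00917 for DNA replication, 0.845 for ECM-receptor interaction, 0.546 for glutathione metabolism and 5.46e-05 for glycolysis, and for P-SSCs against BM-MSCs it was 0.0616 for S phase, 0.0158 for G2/M phase and the immediate early genes, and 0.661 for Hox genes. Adding the GC correction to the block gave 0.0215, 0.0104, 0.701, 0.652 and 8.1e-05 for the first 5 lists, and 0.0635, 0.0140 and 0.0156 for S phase, G2/M phase and the immediate early genes. The ECM-receptor interaction genes kept the direction up and an adjusted p above 0.05 in all 22 settings, from 0.325 to 0.928. The glutathione metabolism genes stayed above 0.05 in all 22, from 0.253 to 0.875, and the direction given by camera reversed with quantile normalization (0.811), although their mean log2 fold change was still negative, at -0.44. The cause of these changes was not tested.

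The first principal component held 50.5% of the variance with all genes, 48.9% with a pseudocount of 0.1, and 52.7 to 63.6% with each library left out, against 56.2%. For the second component the range with each library left out was 23.4 to 32.1%. The ratio of centroid distances was 1.12 with genes scaled to unit variance, 0.861 with a pseudocount of 0.1, 0.919 with quantile normalization, 0.913 with the level-removing GC correction and 0.901 to 1.13 with each library left out. A larger number of most variable genes, set beforehand as an alternative, exceeded the 1948 genes tested and so gives no value apart from that of all genes.

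For single genes, 67 named changes were fitted under 1204 settings in all, of which 1118 kept their direction and their side of the threshold, 59 were weaker (31 of them with a library left out), 12 stronger and 15 reversed. The reversals were those of *Gpx1* between P-SSCs and BM-MSCs with quantile normalization (-0.084), *Cyr61* in the same comparison with the GC correction (-0.020, and -0.020 with the block) and with a library left out (from -0.097 to 0.15), *Hoxc6* with a library left out (from -0.71 to 0.040), *Cyr61* between graft and steady-state P-SSCs with the level-removing correction (-0.27), and between graft P-SSCs and BM-MSCs *Cdkn1a* with the GC correction (0.21, and 0.21 with the block) and with a library left out (from -0.22 to 0.065), and *Gpx1* with the GC correction (0.026, and 0.026 with the block) and with a library left out (from -0.45 to 0.071). The cause was not tested. The list of skeletal stem and progenitor markers had no gene to test and was not run, nor was the comparison of niche genes between cell types.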

Differences from the paper's values

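The paper shows ECM-receptor interaction as lower in graft than in steady-state P-SSCs (Figure 4—figure supplement 1C). Here the 9 genes of the list tested had a mean log2 fold change of 0.89, with an adjusted p of 0.820 from limma's camera test, and no alternative gave the direction down. This mean rests largely on *Hmmr*, which is also in the G2/M phase list and rose by 4.89, and on *Sdc1*, which rose by 4.46. Of the 9 genes, 5 lay above the median change of all genes and 4 below it. Over-representation among the genes called by limma gave an adjusted p of 0.456, with the direction up. The values rest on 9 of the 87 genes of the list.

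The paper shows glutathione metabolism as lower in graft P-SSCs. Here the list had a mean log2 fold change of -0.39, with an adjusted p of 0.591. With over-representation, the closest of the alternatives set before the data were examined, it was 0.253, and none of the alternatives gave an adjusted p under 0.05. These values rest on 8 of the 60 genes of the list.

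In the paper's plot of principal components (Figure 4—figure supplement 1A), the first component parts BM-MSCs from both P-SSC groups and the second parts the P-SSC groups from each other. Here steady-state P-SSCs lay between BM-MSCs and graft P-SSCs on the first component, with gaps of 30.4 to BM-MSCs and 32.8 to graft P-SSCs, and the second component parted them from both. Of the alternatives set before the data were examined, a pseudocount of 0.1 came closest to the paper's arrangement, with gaps of 65.7 and 16.8 on the first component. Steady-state P-SSCs lay between the other groups on the first component in all settings tried. The components here rest on a table with 15.0% of the annotated genes, and the paper does not state the genes behind its plot. The arrangements are therefore not from a known common set of genes. The share of variance of the second component was 30.0% here and about 26% in Figure 4—figure supplement 1A, read by eye, which is within 1.5 times.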

Other observations

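Of the tests here, those of the hematopoietic list against steady-state P-SSCs and of the splits of the libraries for the counts of differing genes were chosen before the results were seen, and all others afterwards.

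The 6 libraries of a comparison can be split into groups of 3 in 10 ways, of which 4 part all libraries with the same replicate number, as the real one does, though these need not be real pairs. The other 6 keep both libraries of 2 replicate numbers together. For P-SSCs against BM-MSCs, 1 of the 4 splits gave as many called genes as the real one, which is the real one itself, and so did 1 of all 10. For graft against steady-state P-SSCs the numbers were also 1 of 4 and 1 of 10, and for graft P-SSCs against BM-MSCs 1 of 4 and 1 of 10. Every other split of these comparisons called at most 8 genes. Over 10 splits no share can be below 0.1. For the gene lists, as small a p was given by 3 of 4 splits (4 of 10) for the S phase genes, 1 of 4 (1 of 10) for the G2/M phase genes, and 3 of 4 (6 of 10) for the Hox genes between P-SSCs and BM-MSCs. Between graft and steady-state P-SSCs it was 1 of 4 (1 of 10) for the cell cycle genes, 1 of 4 (1 of 10) for DNA replication, 4 of 4 (7 of 10) for ECM-receptor interaction and 2 of 4 (4 of 10) for glutathione metabolism. The p-values of the ECM-receptor interaction and glutathione lists were thus no smaller than those of some other splits.

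RNA from hematopoietic cells may contribute to the higher proliferation genes of BM-MSCs. The hematopoietic marker list, with *Itgb2* and *Spi1* tested, was higher in BM-MSCs than in P-SSCs by a mean log2 difference of 3.00 (adjusted p = 0.0667 from limma's camera test), more than the change of -1.63 in the G2/M phase list, and BM-MSC replicate 3 had the highest mean of both lists and of the S phase list. The lists of single blood lineages differed in this. The mean log2 value of the B lineage list was also highest in it, at 4.02 against 2.73 and 3.10 in replicates 1 and 2, and so was *Hba-a2*, at 2200.5 FPKM against 748.4 and 617.9 FPKM. The monocyte and macrophage list was lowest in it, at 3.10 against 3.70 and 3.75, and the neutrophil list was 2.87 in it, between the 6.38 and 1.63 of replicates 1 and 2. Without BM-MSC replicate 3 the adjusted p of the G2/M phase genes was 0.0123, so the difference did not rest on that library alone. BM-MSCs that divide more and dividing hematopoietic cells in the BM-MSC libraries cannot be told apart with these values.

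RNA from hematopoietic cells was also tested as a source of the higher cell cycle genes of the grafts. The hematopoietic list rose by a mean of 1.2 between steady-state and graft P-SSCs, while the G2/M phase list rose by 3.85, and *Itgb2* was 2.14 to 2.54 FPKM in the grafts against 0, 2.13 and 0 FPKM at steady state. BM-MSC libraries hold more of the hematopoietic list than the grafts, with a mean log2 change of -1.80 from BM-MSCs to the grafts, yet their means of the G2/M phase list were 2.13 to 3.25, against 4.81 to 4.93 in the grafts. Judged by the 2 genes of the list tested, *Itgb2* and *Spi1*, RNA from hematopoietic cells such as those in the BM-MSC libraries does not account for the rise. The monocyte and macrophage list changed by a mean of -0.22 from BM-MSCs to the grafts (adjusted p = 0.876 from limma's camera test). Its genes went both ways in this comparison, with 1 of the 3 called higher and 1 called lower. The list rose by 1.35 from steady-state to graft P-SSCs (adjusted p = 0.393 from limma's camera test), with 2 of its 3 genes called higher. The rise over steady state alone leaves RNA from monocytes and macrophages in the graft open as a source. The G2/M phase list was higher in the grafts than in BM-MSCs by 2.22 (adjusted p = 0.00139 from limma's camera test). Because the monocyte and macrophage genes disagree between these groups, their mean does not show like amounts of such RNA. The comparison with BM-MSCs therefore cannot exclude monocytes and macrophages as a source of the rise. RNA from monocytes and macrophages of the graft cannot be told apart from a rise in the P-SSCs themselves. The GC correction moved the mean log2 fold change of the cell cycle genes from 1.98 to 1.93, and their adjusted p was then 0.0201. The dependence on GC content estimated across all genes thus accounts for little of the change.

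The genes called between graft and steady-state P-SSCs, 665 in all, numbered 673 after the GC correction. The median log2 change of all genes was 0.26 before it and 0.28 after it, but the correction keeps each library's mean level and can hardly move this median, so the value does not speak against GC content. The GC share of the first 300 nt of transcripts was related to the change across genes with a Spearman's rho of 0.190 over 1947 genes, which are not independent replicates. Among the 479 genes with the highest GC share, 67 to 85.3%, the median change was 0.71, against 0.15, 0.077 and 0.18 in the other groups of genes of like size.

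P-SSC replicate 3 lay toward the graft libraries, and GC content at the 5' end of transcripts is a candidate explanation for part of it. Its deviation from the mean of all libraries was related to that GC share with a Spearman's rho of 0.289 across genes, against -0.242 and -0.220 for P-SSC replicates 1 and 2 and 0.138 to 0.262 for the grafts. The distance to the other steady-state P-SSC libraries was 44.3, and 37.1 after the GC correction, still larger than the 24.4 of the next library, so the GC share was not the whole explanation. The library total of 19006388 was within the range of the others. *Trf*, which marks BM-MSCs here, was 2.30 FPKM in this library, below the 3.86 and 4.45 FPKM of replicates 1 and 2. A swap with a graft library did not match the correlations, of which the lowest with the other steady-state P-SSC libraries was 0.858. The mean log2 value of the G2/M phase genes was 1.06, like the 0.97 and 1.00 of replicates 1 and 2, and far from the 4.81 to 4.93 of the grafts, so cells in cycle did not explain its position. *Pgk1* was 65.5 FPKM in it, against 72.6 and 75.7 FPKM in the others. The labels give no batch, and a preparation difference shared by this library and the grafts cannot be told apart from the graft condition.

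The paper reports qPCR for *Cdkn1a*, *Cdk4* and *Gpx1* in P-SSCs and BM-MSCs, and the sequencing values are as follows. *Cdkn1a* was 1.49 higher in P-SSCs on the log2 scale (standard error 0.25, adjusted p = 0.00153 from limma). *Cdk4* changed by -0.40 (adjusted p = 0.0848 from limma), and *Gpx1* by 0.39 (adjusted p = 0.324 from limma). Each was called in 1 of 18 other settings. Without P-SSC replicate 2 *Cdk4* changed by -0.48 (adjusted p = 0.0454 from limma). Without BM-MSC replicate 3 *Gpx1* changed by 0.69 (adjusted p = 0.0464 from limma), and with quantile normalization by -0.084. The Hox genes *Hoxa10* and *Hoxc6* changed by -0.69 and -0.27 between these groups, with adjusted p-values of 0.352 and 0.688 from limma. The first value depends on P-SSC replicate 3, in which *Hoxa10* was 38.8 FPKM against 10.6 and 8.80 FPKM in replicates 1 and 2. Without that library *Hoxa10* changed by -1.32, with an adjusted p of 0.00338 from limma, and over all alternatives the change ranged from -1.32 to -0.31.

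Of the 240 genes called between P-SSCs and BM-MSCs and also between graft and steady-state P-SSCs, 191 (79.6%) changed in opposite directions. The steady-state P-SSC values enter both comparisons, which by itself favours opposite directions. Graft P-SSCs and BM-MSCs differed in 816 genes, 501 higher and 315 lower in the grafts, with libraries apart for 1256 genes (64.5%, against 10% by chance). The glycolysis and G2/M phase lists were higher in the grafts than in BM-MSCs, each with an adjusted p of 0.00139 from limma's camera test. A single noncoding gene, *Gm23935*, chosen after its values were seen, made up from 14.5% of the summed FPKM in P-SSC replicate 1 to 42.6% in P-SSC replicate 3, and 35.3 to 39.3% in the grafts.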
